# CDK9 is a dependency in GATA-3 driven and MCL-1 independent T-cell Lymphomas

**DOI:** 10.1038/s41408-025-01427-1

**Published:** 2025-11-27

**Authors:** Chenguang Wang, Suhaib Abdelrahman, Xiangrong Geng, Alyssa Burgess, Ying S. Hu, Mohd Ahmar Rauf, Nermin Kady, Yao Fu, Tara A. Reilly, Ira P. Maine, Phillip Boonstra, Kirill Sabitov, Carlos Murga-Zamalloa, Ryan A. Wilcox

**Keywords:** T-cell lymphoma, Oncogenes

## Abstract

The transcription factor GATA-binding protein 3 (GATA-3) regulates oncogenic transcriptional programs across diverse T-cell lymphomas, including subsets of both peripheral and primary cutaneous T-cell lymphomas. These GATA-3 dependent transcriptional programs, in collaboration with the genetic landscape, promote cell growth and survival, and confer resistance to conventional chemotherapeutic agents. We observed that transcriptional cyclin dependent kinase 9 (CDK9) activation regulates diverse oncogenic transcriptional programs in these aggressive T-cell lymphomas and is thus a novel therapeutic vulnerability. Using complementary and orthogonal approaches, we identified multiple independent mechanisms by which CDK9 promotes T-cell lymphomagenesis, including a mechanism by which GATA-3 promotes CDK9 activation at GATA-3 dependent loci. We also identify novel mechanisms by which GATA-3 and CDK9 regulate rRNA transcription and processing, respectively, collaboratively promoting ribosome biogenesis. Therefore, CDK9 is a therapeutic vulnerability across genetically and transcriptionally diverse T-cell lymphomas, including those for which GATA-3 is oncogenic.

## Introduction

Peripheral T-cell lymphomas (PTCL) are derived from mature, post-thymic T cells, and while they account for ≈10% of non-Hodgkin lymphomas (NHL), they increasingly account for a disproportionate number of lymphoma-related deaths, as the significant therapeutic gains achieved for the more common B-cell NHL have not yet been realized for many PTCL subtypes, as currently available therapies are rarely curative and mechanisms of treatment resistance are poorly understood [1]. In fact, the most prevalent PTCL subtype worldwide is heterogeneous and remains “not otherwise specified” (PTCL, NOS), a subset of which, despite treatment with standard frontline anthracycline-based chemotherapy, anticipate an overall survival that is not significantly different from those undergoing hospice care alone [2]. Oncogenic transcriptional programs, the genetic landscape, and the tumor microenvironment (TME) collaboratively promote PTCL pathogenesis and treatment resistance [1, 3, 4]. For example, interactions between antigen-presenting cells within the TME and malignant T cells culminate in activation of antigen- and costimulatory-receptor dependent transcriptional programs [2, 5, 6]. Gain-of-function alterations in cell surface receptors or their downstream signaling intermediates stabilize these receptor-ligand interactions or further amplify ligand-dependent signaling, respectively [7–10]. Copy number alterations affecting oncogenes (including *MYC*) and tumor suppressors (including *TP53* and *PTEN*) are recurrently observed and further promote the biomass production required for cell proliferation [11–13]. While the potential role of anti-apoptotic proteins in treatment resistance is incompletely understood, MCL-1 is highly expressed in the majority of PTCL [14], a subset of which are MCL-1 dependent [15]. Primary cutaneous T-cell lymphomas (CTCL), particularly those with large cell transformation (LCT), share transcriptional and genetic characteristics, and potential therapeutic vulnerabilities, with treatment refractory PTCL, NOS [2, 16, 17]. Collectively, these findings highlight the need for improved therapeutic strategies and further explain why clinical trial participation remains a preferred treatment for patients afflicted with these T-cell lymphomas [1, 4]. While studies investigating targeted agents have been completed, or are ongoing, few complete or durable responses are achieved. The transcriptional, genetic, and microenvironmental complexity of these lymphomas, while therapeutically challenging, might also suggest that “multitargeted” strategies converging on multiple and non-redundant dependencies may overcome the challenges historically associated with more “targeted” approaches.

Cyclin-dependent kinases (CDK’s) are commonly dysregulated in human cancers and have emerged as significant therapeutic vulnerabilities given their important roles in both cell cycle and transcriptional regulation [18–20]. For example, the efficiency of transcriptional elongation by RNA polymerase II (RNAP2) is a CDK-dependent regulatory checkpoint. Negative transcriptional elongation factors (N-TEF, including NELF and DSIF protein complexes), by pausing transcription, prevent gene expression in the absence of appropriate stimuli [21–25]. Productive transcriptional elongation at many genes requires the recruitment of the positive transcriptional elongation factor b (P-TEFb), which includes CDK9 in complex with cyclin T1 [or cyclin T2 or cyclin K [22, 26–30]]. Upon recruitment, active CDK9 phosphorylates three targets that are critically important for release of transcriptional pausing and efficient transcriptional elongation, including serine phosphorylation within the c-terminal domain (CTD) of RNAP2, leading to efficient transcriptional elongation and pre-mRNA processing [31–33]; the NelfE subunit of the NELF complex, liberating it from RNAP2 [34]; and the Spt5 subunit of the DSIF complex, converting this complex into a positive transcriptional elongation factor [35, 36]. These CDK9-dependent phosphorylation events prevent transcriptional pausing and thus promote efficient transcriptional elongation, which is a key determinant of transcriptome composition [37], and required for cell proliferation [38]. As selective CDK9 inhibitors are currently being investigated in multiple cancers [39, 40], and prior screening efforts have suggested that CDK9 is a potential therapeutic vulnerability in T-cell lymphomas [41, 42], we sought to examine its role in regulating oncogenic transcriptional programs in the T-cell lymphomas.

## Methods

### Patients and cell lines

All cell lines were mycoplasma free and independently authenticated by short tandem repeat (STR) profiling, performed by ATCC, and immunophenotyping. Primary malignant T cells for ex vivo studies were isolated from patients with Sezary syndrome, as previously described [2, 5, 6, 43].

### Genetically engineered mouse models

Mouse studies were approved by the University Committee on Care and Use of Animals (UCUCA) and performed in accordance with guidelines established by the Unit for Laboratory Animal Medicine (ULAM) at University of Michigan. Mice were housed under specific-pathogen free conditions. Treatment allocation was randomized, and all animals in given experiments were included for analysis. Floxed (SNF5, PTEN, TP53) and CD4-Cre mice were obtained from Jackson Laboratory and were crossed). All GEM models used here have been previously described [2, 44, 45]. Lymphoma burden was determined by the development of massive hepatosplenomegaly and/or bulky lymphadenopathy (>5 mm). For adoptive transfer experiment, 5 × 10^6^ bulk splenocytes obtained from lymphoma-bearing donor mice were retro-orbitally injected into 12–16 weeks old recipient C57BL/6 J mice.

### Chromatin immunoprecipitation (ChIP) and sequencing

ChIP was performed using SimpleChIP^®^ Plus Enzymatic Chromatin IP Kit (Cell Signaling #9004) with minor modifications. Briefly, 10 µg chromatin was incubated with primary antibody overnight. Chromatin was then incubated with 30 µL Dynabeads Protein G (Invitrogen #10004D) for 4 h and washed with low-salt washing buffer three times and high-salt washing buffer once. Eluted samples were purified by QIAquick^TM^ PCR Purification Kit (Qiagen #28104) and were used for ChIP-seq library construction, according to NEBNext ChIP-Seq Library Prep Master Mix Set for Illumina (NEB #E6240) manual instructions. Library was sequenced on the Illumina NovaSeq X plus platform.

### Statistical analysis

GraphPad Prism 10.0 and SPSS 13.0 software were used for data analysis. All Animal experiments were analyzed by independent *t*-tests (two-tailed) for tumor volume, tumor weight, tumor cells. Survival analysis was done by Wilcoxon test. Correlation was analyzed by two-tailed person correlation coefficients. All other analysis were done using Welch’s unpaired *t*-test. Additional details about methods and analyses are provided in the Supplemental Methods.

## Results

### CDK9 is a therapeutic vulnerability in highly proliferative T-cell lymphomas

Oncogenic transcriptional programs were examined in PTCL and CTCL with LCT, using reactive lymph nodes and CTCL without LCT (non-LCT) as controls, respectively. Transcriptional programs associated with c-myc, PI3K/AKT/mTOR, and cell proliferation were observed in PTCL and in CTCL with LCT in independent bulk RNA-seq (Fig. 1A) and scRNA-seq (Fig. 1B) datasets. These transcriptional programs, prevalent in T-cell lymphomas [16, 46, 47], were directly associated with both CDK9 expression (Supplemental Fig. 1A) and cell proliferation (Supplemental Fig. 1B). Transcriptional data were utilized to generate a composite cell proliferation score (Fig. 1C), and this too was highly associated with CDK9 expression. Strong CDK9 expression was detected by immunohistochemistry in 90% of human T-cell lymphomas examined (Supplemental Fig. 1C). Upon activation, CDK9 phosphorylates the c-terminal tail of RNAP2. Therefore, CDK9-dependent RNAP2 phosphorylation was examined in patient-derived cell lines, and constitutive CDK9 activation uniformly observed (Supplemental Fig. 1d). As components of the SWI/SNF complex, TP53, and PTEN are recurrently mutated and/or deleted in diverse T-cell lymphomas, CDK9-dependent RNAP2 phosphorylation was similarly examined in representative GEM models that spontaneously develop T-cell lymphomas [2, 45]. In contrast to normal (non-clonal) T cells, a significant increase in RNAP2 phosphorylation was observed in lymphoma cells (Fig. 1D, E). In order to directly examine the extent to which cell proliferation is dependent upon CDK9 activity, lymphoma-bearing, including p53-deficient, mice were treated with the selective CDK9 inhibitor AZD4573 [40]. A significant reduction in spleen weight and cellularity was observed (Fig. 1F, G), irrespective of p53 status, and this was associated with a significant reduction in both total and proliferative TCR-Vβ+ clonal T cells (Fig. 1H, I). Similar results were obtained in an independent murine model (Supplemental Fig. 1E–H). In conjunction with prior screening efforts [41, 42], this data suggests that CDK9 is a viable therapeutic vulnerability in genetically high-risk T-cell lymphomas. In order to examine this further, five independent PTCL, NOS patient-derived xenografts (PDX) were generated and treated with AZD4573 or vehicle control. A significant decrease in tumor volume (Fig. 1J and Supplemental Fig. 1I–J) was observed in animals treated with AZD4573 in all five PDX models. This observation was further confirmed via a generalized linear mixed-effects model (GLMM) with log-tumor volume as the outcome. Without treatment, tumors grew at an estimated average rate of 0.116 log-mm^3^ per day (95% CI: [0.043, 0.189]; *p* = 0.002), corresponding to 12.2% day-over-day growth. Upon receiving one AZD4573 treatment, average growth decreased relative to untreated mice by an estimated 0.281 log-mm^3^ per day (95% CI: [−0.339, −0.212]; *p* < 0.001), translating to an overall estimated decrease in tumor volume of 0.159 log-mm^3^ per day after initial treatment (Supplemental Fig. 1K).

**Fig. 1:**
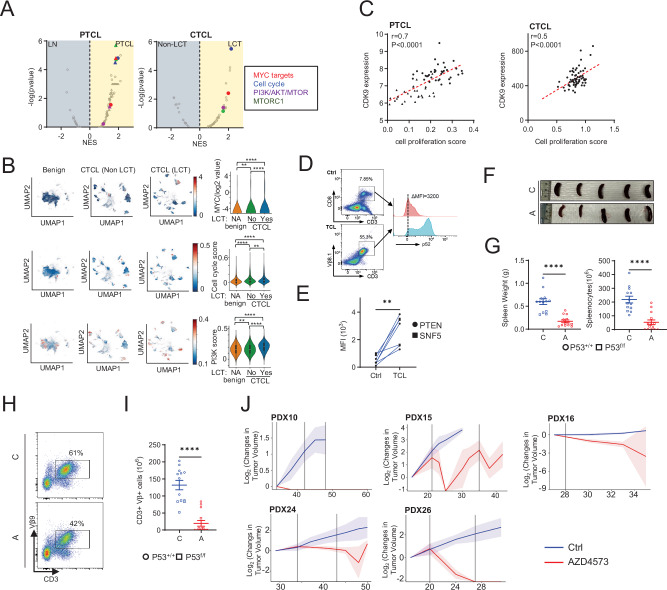
CDK9 is a therapeutic vulnerability in T-cell lymphomas. **A** Gene set enrichment analysis (GSEA) was performed using PTCL (accession number: GSE36172, shown in circles and GSE160119, shown in triangles) and CTCL RNA-seq datasets. **B** Uniform manifold approximation and projection (UMAP) showing MYC expression, G2M checkpoints and PI3K pathway (from MSigDB Hallmark database) enrichment scores in benign skin and CTCL, stratified by LCT status, in compiled scRNA-seq data sets. Scores were also summarized as violin plots on the right. **C** Cell proliferation enrichment score was generated and correlated with normalized CDK9 expression in public PTCL and in-house MF RNA-seq datasets. Two PTCL databases (accession number: GSE36172 and GSE160119) were shown in circles and triangles, respectively. **D, E** Representative (**D**) and summarized (**E**) phospho-RNAP2 (pS2) expression by flow cytometry in non-clonal CD3^+^CD8^+^ T-cells from C57BL/6 J (Ctrl) mice and clonal CD3^+^Vβ8.1^+^ T-cell lymphoma cells from p53^fl/fl^ CD4-Cre^+^ mice (TCL, *n* = 4, circles) and PTEN^fl/fl^ CD4-Cre^+^ mice (TCL, *n* = 3, squares), respectively. **F**, **G** Splenocytes from lymphoma-bearing p53^fl/fl^PTEN^fl/fl^CD4-Cre^+^ or p53^+/+^PTEN^fl/fl^CD4-Cre^+^ were adoptively transferred into syngeneic B6 recipients (*n* = 4–5 recipients/experimental group). Upon lymphoma engraftment, mice were treated with either vehicle control (C) or AZD4573 (A) by intraperitoneal injection (15 mg/kg, twice daily for 2 consecutive days weekly with two hours interval for 1–3 weeks). Representative examples are shown in (**F**) and spleen weights summarized in (**G**) stratified by P53 status. Data was combined from 3 biological replicates. **H, I** Clonal T cell (CD3^+^ Vβ9^+^) abundance and cell proliferation (by Ki67 expression) were quantified in spleens of vehicle control (C) or AZD4573 (A) treated syngeneic recipient mice. Representative examples are shown in (**H**) and the number of cells summarized in (**I**). Data was combined from 3 biological replicates. **J** Independent PTCL, NOS PDX (*n* = 5) were established subcutaneously in NSG recipients (*n* = 4–5/treatment group). Upon engraftment, PDX were randomized to treatment with vehicle control (Ctrl, blue) or AZD4573 (red), as before. Changes in tumor volume were assessed at each observed timepoint with the baseline (first measurement), plotted as log₂ fold-change trajectories with shaded ribbons indicating ±1 standard deviation across samples. Gray vertical lines indicate day of treatment. Data are represented as mean ± SEM and were analyzed using Welch’s unpaired *t*-test. Correlation was analyzed by two-tailed pearson correlation coefficients. **p < 0.01; ***P < 0.001; ****P < 0.0001.

### MCL-1 is sufficient, but not necessary, for CDK9 dependence in T-cell lymphomas

As MCL-1 transcripts are short-lived, the maintenance of MCL-1 expression is dependent upon efficient transcriptional elongation and CDK9 activation, and thus CDK9-dependent MCL-1 transcription has been identified as a significant mechanism of action for CDK9 antagonism in MCL-1 dependent hematologic malignancies [40]. The extent to which MCL-1 dependence confers sensitivity to CDK9 antagonism was examined next, as a subset of T-cell lymphomas are MCL-1 dependent [15]. Not surprisingly, we observed a significant reduction in MCL-1 expression upon CDK9 antagonism (Supplemental Fig. 2A). In order to determine the extent to which MCL-1 loss is a significant mechanism of action for CDK9 antagonism in the T-cell lymphomas, BH3 profiling was performed and cell lines stratified by MCL-1 dependence (Fig. 2A). These results were pharmacologically validated (Fig. 2B, C) using a selective MCL-1 antagonist [S63845 [48]]. As anticipated, MCL-1 dependent T-cell lymphomas were highly sensitive to CDK9 antagonism with AZD4573 (Fig. 2D), culminating in PARP and caspase 3 cleavage within 6 h of treatment (Fig. 2E). However, we also observed that MCL-1 independent T-cell lymphoma cells were also sensitive to both AZD4573 (Fig. 2F, G) and an independent CDK9 antagonist [enitociclib [49], (Fig. 2H)]. While the IC_50_ for AZD4573 was lower in MCL-1 dependent cells (Fig. 2I, Supplemental Table S1), it should also be noted that the IC_50_ for MCL-1 independent cells was in the low nanomolar range (≈50 nM), suggesting that while MCL-1 dependence may be sufficient for sensitivity to CDK9 antagonism, it is not necessary. In contrast, the IC_50_ for normal (non-malignant) T cells obtained from normal donors was not reached (Fig. 2F).

**Fig. 2:**
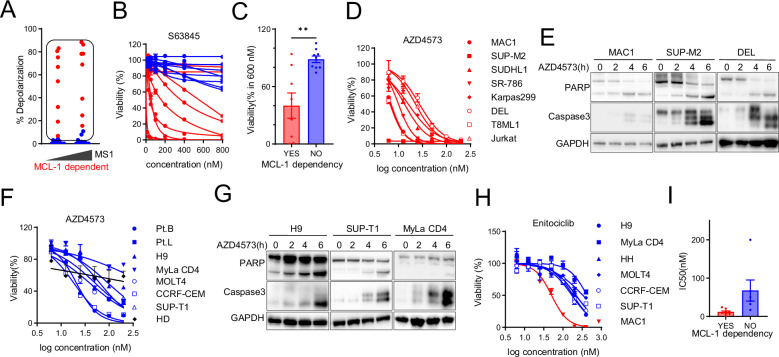
CDK9 is a vulnerability in MCL-1 independent T-cell lymphomas. **A** BH3 profiling was performed using a MCL-1 selective only BH3 peptide (MS1; 5, 10 μM) in T-cell lymphoma cell lines. Cell lines with loss of cytochrome c, measured by percentage (%) of depolarization, in the presence of MS1, indicating MCL-1 dependence, are highlighted in red. MCL-1 dependent cell lines were identified if their percentage of depolarization exceed 10% or if they exhibit higher depolarization in higher concentration of MS1 peptide. **B**, **C** Cell viability was determined in a panel of cell lines treated with a MCL-1 selective inhibitor (S63845). MCL-1 dependent and independent cells are indicated in red and blue, respectively. Cell viability at 600 nM is summarized in (**C**) stratified by MCL-1 dependence. **D** Cell viability was determined in MCL-1 dependent cell lines treated with AZD4573 (2-fold serial dilution from 200 nM for 24 h). **E** Apoptosis was measured by cleaved PARP and Caspase-3 IB in representative MCL-1 dependent (MAC1, SUP-M2 and DEL) cells. **F** Cell viability was determined in MCL-1 independent cell lines, SS specimens and normal T cells (HD) from healthy donors (*n* = 3) treated with AZD4573 (2-fold serial dilution from 200 nM for 24 h). **G** Apoptosis was measured by cleaved PARP and Caspase-3 IB in representative MCL-1 independent (H9, MyLa CD4, SUP-T1) cells. **H** Cell viability was determined in MCL-1 dependent (in red) and independent (in blue) cell lines, treated with selective CDK9 inhibitor Enitociclib (2-fold serial dilution from 400 nM for 24 h). **I** IC50 of AZD4573 is shown in each cell line stratified by MCL-1 dependency. Data are represented as mean ± SEM and were analyzed using Welch’s unpaired *t*-test. **p < 0.01.

### The GATA-3 dependent transcriptome is CDK9 dependent

In order to explore MCL-1 independent mechanisms, a representative cell line (H9) and primary patient specimen were treated with AZD4573 or vehicle control and RNAP2 ChIP-seq performed. RNAP2 accumulation adjacent to the transcriptional start site was observed (Fig. 3A, Supplemental Fig. 3A), and an increase in RNAP2 traveling ratios (TRs), consistent with impaired transcriptional elongation, observed across ≈50% of the transcriptome (Fig. 3B). 

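Bulk RNA-seq of H9 cells, a CTCL cell line that the paper classes as MCL-1 independent, covered 3 libraries treated with vehicle (DMSO) and 3 treated with AZD4573, a selective CDK9 inhibitor. The figure legends give 50 nM for 4 h and the sample labels also give 4 h, whereas the discussion gives an exposure of 6 h. The authors aligned the reads to GRCh38 with STAR and estimated counts per gene with RSEM at its default parameters, which ignore the strand of the reads. The values are expected counts in whole numbers, without normalization. The labels describe poly(A) RNA and the supplemental methods describe rRNA depletion. Replication-dependent histones and 16 small RNA genes without a poly(A) tail together took at most 0.0165% of the counts in any library. Total counts ranged from 70367303 to 76571157 with DMSO (median 70554009) and from 52101868 to 63795185 with AZD4573 (median 59446279). In the largest of these libraries, a count of 0 allows up to 0.0392 CPM (a gene's counts scaled by the library total), taken as 3 counts of the total. Such limits cover counting error only, since PCR copies of a molecule are not told apart. Of 61541 genes, 31323 had at least 1 count in a library and 17678 passed edgeR's filter on low counts. Counts were normalized by edgeR's TMM method, and the groups were compared with edgeR's quasi-likelihood test, with each library as a replicate.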

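With an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a fold change of at least 1.5, 4191 genes were lower and 4012 were higher upon AZD4573 treatment. Each AZD4573 library lay beyond each DMSO library for 4156 of the lower genes and 3938 of the higher ones. Over all 17678 genes tested, 13750 were separated in this way, where chance gives 10%. The scaling changed these counts more than any other alternative. The mRNAs encoded by the mitochondrial genome, which RNAP2 does not transcribe, made up 3.13% ± 0.0929 (SD, n = 3) of the counts with DMSO and 4.85% ± 0.162 (SD, n = 3) with AZD4573. With the libraries scaled to these 13 mRNAs, 9433 genes were lower and 1769 higher, so that the higher genes made up 15.8% of the calls in place of 48.9%. This scaling moved the median log2 fold change of all tested genes from 0.03 to -0.71. The median was -0.08 with library size as the only scaling. It was 0.11 without a filter on low counts (31323 genes) and 0.14 with DESeq2 (31320 genes). These values include genes that the filter removes, so that they do not compare the scaling alone.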

Compatible with these findings, significant alterations in the transcriptome were observed by bulk RNA-seq upon AZD4573 treatment (Supplemental Fig. 3B). As CDK9 may collaborate with other transcriptional regulators, transcription factor motif analysis was performed among differentially expressed transcripts, and enrichment in GATA-3 binding motifs observed (Fig. 3C). This was notable, as GATA-3 expression identifies PTCL and CTCL that are clinically, genetically, and transcriptionally distinct, owing to their dependence upon a GATA-3-driven transcriptional program and a genetic landscape associated with increased biomass production suitable to meet the demands of these highly proliferative T-cell lymphomas [2, 5, 11, 50, 51]. Furthermore, and consistent with our data implicating CDK9 in proliferation and biomass production (Fig. 1A–C, H, I), significant reductions in gene sets associated with these biological processes were observed upon CDK9 antagonism (Fig. 3D, Supplemental Fig. 3C), many of which included GATA-3 (Fig. 3D). Therefore, RNAP2 pausing at the GATA-3 locus upon CDK9 antagonism was examined (Fig. 3E), and significant transcriptional pausing observed. 

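Genes of the processes named in Fig. 3D were examined in the H9 RNA-seq libraries through lists written from general knowledge of each process before the data were examined, since the gene sets of the figure were not at hand. For each list, the median log2 fold change is given relative to the median of all genes tested, and limma's camera test (correlation between genes preset at 0.01) was adjusted over the 8 lists by the Benjamini-Hochberg method. The 43 S-phase genes had a relative median of -0.59 (adjusted p = 5.9e-06), and 36 of them lay below the median of all genes. Of these genes, 34 were lower and 4 higher at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all genes tested and also adjusted over the list alone. The 54 G2/M-phase genes had a relative median of -0.47 (camera, adjusted p = 4.3e-05), with 39 genes lower and 11 higher by both adjustments. The RNA polymerase II transcription machinery (91 genes) had a relative median of -0.44 (camera, adjusted p = 4.9e-05), with 63 genes lower and 17 higher by both. The T-cell receptor and T-cell proliferation genes (50 tested) had a relative median of 0.05 (camera, adjusted p = 0.658), with 18 genes lower and 23 higher by both. Under fry, a rotation test of whether a list changes at all, the 3 lists past the threshold here kept their call. That test does not ask whether a list moves more than other genes, as camera does. With the correlation between genes estimated from the libraries, camera called none of them.

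**Figure D1:**
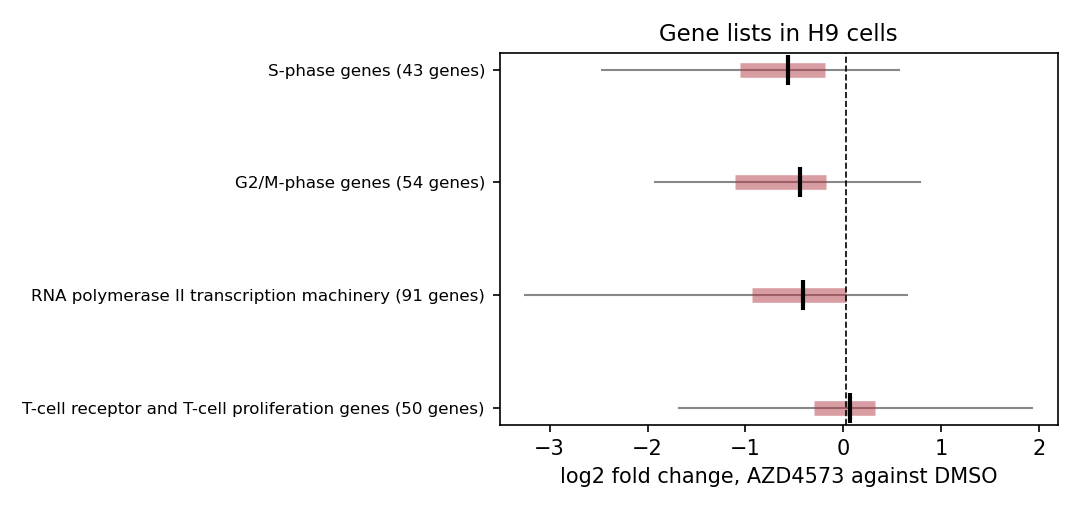
Log2 fold change of the genes of 4 lists in H9 cells, AZD4573 against DMSO. The thick line is the list's median, the bar spans its middle quartiles, the thin line spans its lowest to highest gene and the dashed line is the median of all tested genes (0.03). The medians are -0.57, -0.44, -0.42 and 0.07 from top to bottom, and each of them is negative when the libraries are scaled to the mitochondrially encoded mRNAs.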

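GATA3 (ENSG00000107485) lies on chromosome 10 of GRCh38 from 8045378 to 8075198 and has 6 exons, which share no base with another gene of GENCODE release 44. Its transcripts were at 216 ± 7.94 CPM (SD, n = 3) with DMSO and 358 ± 31.7 CPM (SD, n = 3) with AZD4573 in the H9 RNA-seq libraries. The log2 fold change was 0.73 (standard error 0.0583, adjusted p = 8.1e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each AZD4573 library was above each DMSO library, and the log2 fold change stayed between 0.67 and 0.79 with each library left out in turn. Scaled to the mitochondrially encoded mRNAs, it was -0.01 (adjusted p = 0.821), and over all alternatives the adjusted p ranged from 4.7e-39 to 0.821. MKI67 (ENSG00000148773), a proliferation marker with 1 pseudogene that could share its reads, was at 899 ± 28.3 CPM (SD, n = 3) with DMSO and 657 ± 24.4 CPM (SD, n = 3) with AZD4573. Its log2 fold change was -0.45 (standard error 0.0442, adjusted p = 5.8e-07 from the same test). From reductions in gene sets of proliferation and biomass production, many of which included GATA-3, the paper turns to RNAP2 pausing at the GATA-3 locus.

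**Figure D2:**
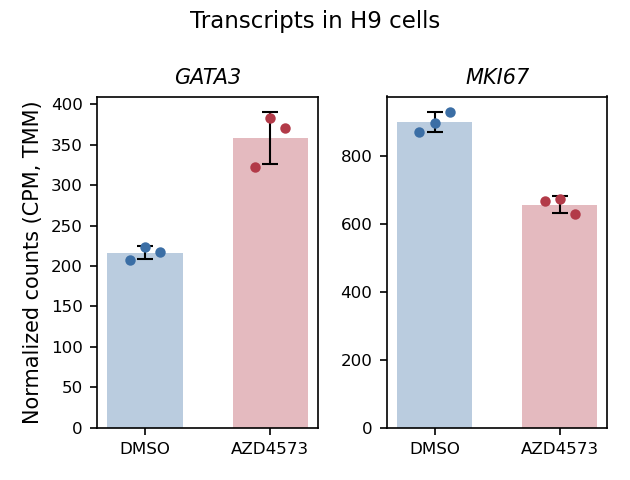
Normalized counts (CPM, TMM) of GATA3 and MKI67 in H9 cells treated with DMSO or AZD4573. Points are libraries, bars are means and error bars are SD (n = 3). GATA3 lies between 208 and 224 CPM with DMSO and between 322 and 382 CPM with AZD4573, a difference that is absent under scaling to the mitochondrially encoded mRNAs (log2 fold change of -0.01).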

The abundance of GATA-3 transcripts was examined across diverse PTCL/CTCL cell lines and primary specimens upon CDK9 antagonism with AZD4573. As MCL-1 is highly CDK9 dependent [40], MCL-1 was examined as a positive control. Importantly, a significant reduction in GATA-3 transcription, comparable to the reduction observed for MCL-1, was observed upon CDK9 antagonism (Fig. 3F). Therefore, we sought to examine the extent to which CDK9 antagonism is a therapeutic vulnerability in vivo using a GATA-3 dependent, but MCL-1 independent, T-cell lymphoma model. We pharmacologically examined the extent to which the T-cell lymphomas that emerge upon conditional loss of *SMARCB1* (SNF5) are MCL-1 dependent (Fig. 3G). We had previously shown that GATA-3 is oncogenic in this GEM model and demonstrate here that these T-cell lymphomas are MCL-1 independent (Fig. 3G). Therefore, lymphoma-bearing mice were treated with AZD4573 or vehicle control, and a significant reduction in disease burden was observed (Fig. 3H, I). In a model cell line, CDK9 antagonism led to transcriptional pausing at 12,998 gene loci and was associated with a significant decrease in gene expression (by RNA-seq) at 3045 gene loci (Supplemental Fig. 3D). 

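The supplemental methods call a gene differentially expressed at a p under 0.05 and a fold change of at least 1.5. By this rule, with the p taken without adjustment, 4231 genes (23.9% of those tested) were lower upon AZD4573 treatment of H9 cells and 4077 (23.1%) were higher in edgeR's quasi-likelihood test. With each library left out in turn, between 4203 and 4404 genes were lower and between 3989 and 4213 were higher. DESeq2, the authors' tool, gave 4326 lower and 4480 higher genes in its version 1.42.0. Scaled to the mitochondrially encoded mRNAs, 9485 genes were lower and 1818 higher by the same rule. The RNAP2 traveling ratios were not analysed here, so the genes with both an increased ratio and a lower expression are not counted.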

Similar to CDK9 itself, these CDK9 dependent genes were also associated with cell proliferation (Fig. 3J). Therefore, we examined the extent to which these CDK9 dependent genes are enriched in CTCL with LCT in independent bulk and scRNA-seq datasets. CDK9 dependent genes were enriched in CTCL with LCT, most of which highly express GATA-3 (Fig. 3K–L; Supplemental Fig. 3E), and a similar enrichment in CDK9 dependent genes was observed in PTCL (Supplemental Fig. 3E). Therefore, we next examined the extent to which GATA-3 target genes, which we had previously identified [2], are CDK9 dependent. Consistent with the genome wide analyses, significant transcriptional pausing was observed upon CDK9 antagonism at many GATA-3 dependent loci (Fig. 3M, N, Supplemental Fig. 3F). Overall, transcriptional pausing was observed at 20% of GATA-3 target genes (Fig. 3O). In order to validate these findings, we selected two clinically relevant GATA-3 target genes [ITK [2, 5] and c-Myc [2, 11]] for validation. In both cell lines and primary specimens, a significant reduction in ITK and c-Myc transcripts (Fig. 3P) and protein (Fig. 3Q–S) were observed upon CDK9 antagonism. Efficient transcription of GATA-3 itself, and a substantial subset of its target genes, are reliant on CDK9.

**Fig. 3:**
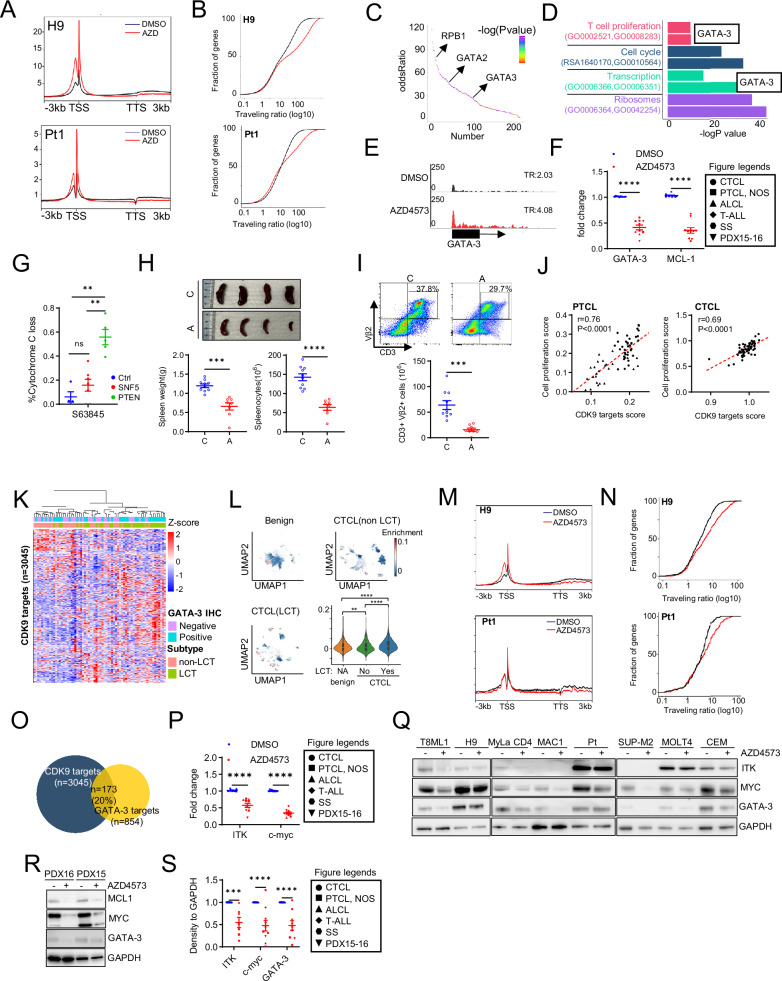
GATA-3 and GATA-3 dependent transcriptome are CDK9 dependent. **A** Genome-wide average RNAP2 ChIP-seq profile is shown in H9 cells and a PTCL, NOS patient specimen (Pt1) treated with DMSO (black) or AZD4573 (red: 50 nM for 4 h). **B** Distribution of RNAP2-bound genes with a given traveling ratio in H9 and Pt1 cells treated with DMSO (black) and AZD4573 (red: 50 nM for 4 h). **C** Genes that have increased traveling ratio from ChIP-seq were selected to analyze their overlap with public transcription factor (TF) -regulated genomic regions. Overlapped TF were ordered by odds ratio and significance. **D** Integrated analysis ChIP-seq and RNA-seq was performed in cells (H9) treated with AZD4573 or vehicle control and CDK9 dependent genes was identified, and representative enriched gene sets were showed by category. **E** Representative RNAP2 ChIP-seq signal on GATA-3 locus in H9 cells treated with AZD4573. Traveling ratio (TR) is shown at right. **F** MCL-1 and GATA-3 were identified as CDK9 targets and were validated by qRT-PCR in DMSO (blue) and AZD4573 (red) treated CTCL (H9, MyLa CD4, MAC1), ALCL (SUP-M2), T-ALL (SUP-T1), PTCL, NOS (T8ML1), SS specimens and PDX cells. **G** MCL-1 dependence was determined by BH3 profiling using a selective MCL-1 inhibitor (S63845) in normal (non-clonal) T-cells obtained from B6 mice and in clonal lymphoma cells obtained from SNF5^fl/fl^CD4-Cre^+^ and PTEN ^fl/fl^CD4-Cre^+^ mice, as indicated. **H** Splenocytes from lymphoma-bearing p53^fl/fl^SNF5^fl/fl^CD4-Cre^+^ mice (2 biologic replicates) were adoptively transferred into syngeneic B6 recipients (*n* = 4 recipients/experimental group). Upon lymphoma engraftment, mice were treated with either vehicle control (**C**) or AZD4573 (**A**). At the time of study termination, spleens were explanted and weighed. Representative examples are shown on the top, and the data summarized on the bottom. **I** Clonal T cells (CD3^+^ Vβ2^+^) in spleens were quantified in vehicle control (**C**) or AZD4573 (**A**) treated mice. Representative examples are shown (top) and the data summarized (bottom). **J** Correlation of enrichment score for CDK9 target genes and cell proliferation enrichment score is shown in public PTCL and in-house MF gene expression profiling datasets. Two PTCL databases (accession number: GSE36172 and GSE160119) were shown in circles and triangles, respectively. **K** Heat map showing CDK9 target genes (*n* = 3045) in unsupervised clustering of an in-house MF cohort stratified by LCT status. **L** Uniform manifold approximation and projection (UMAP) showing CDK9 target genes enrichment score in benign skin and CTCL, stratified by LCT status, in compiled scRNA-seq data sets. Scores were also summarized as violin plots. **M** Average RNAP2 ChIP-seq profile of GATA-3 target genes is shown in H9 cells and PTCL, NOS patient specimen (Pt1) treated with DMSO (black) and AZD4573 (red: 50 nM for 4 h). **N** Distribution of GATA-3 target genes with a given traveling ratio in H9 cells and PTCL, NOS patient specimens (Pt) treated with DMSO (black) and AZD4573 (red: 50 nM for 4 h). **O** Venn diagram showing overlap of CDK9 and GATA-3 target genes. **P** Representative GATA-3 target genes (ITK, c-myc) were validated by qRT-PCR in DMSO (blue) and AZD4573 (red) treated CTCL (H9, MyLa CD4, MAC1), ALCL (SUP-M2), T-ALL (SUP-T1), PTCL, NOS (T8ML1), SS specimens and PDX cells. **Q**–**S** Expression of GATA-3, ITK, and c-myc was determined by IB in AZD4573 treated cell lines (Q, 50 nM for 6 h), a SS patient (Pt) specimen (Q, 50 nM for 6 h) and freshly excised PDX cells (R, 4 h after last dose of treatment). MCL-1 was utilized as a pharmacodynamic biomarker in PDX mice treated with AZD4573. Density was normalized to GAPDH and summarized in (**S**). Data are represented as mean ± SEM and were analyzed using Welch’s unpaired *t*-test. Correlation was analyzed by two-tailed pearson correlation coefficients. **p < 0.01; ***P < 0.001; ****P < 0.0001; ns not significant.

### GATA-3 binds and recruits CDK9

Transcription factors may recruit CDK9 to their target genes [52–56]. GATA-1, for example, binds cyclin T1 and promotes CDK9 activation [57]. Therefore, we entertained the hypothesis that GATA-3 may similarly bind CDK9 (and/or cyclin T) and promote CDK9 recruitment to its target genes. In immunoprecipitation studies, both CDK9 and cyclin T1 were pulled down with GATA-3 (Fig. 4A) while GATA-3 was pulled down with CDK9 (Fig. 4B). We had previously shown that p300 dependent GATA-3 acetylation is required for optimal DNA binding and target gene expression [2]. In a GATA-3 dependent luciferase reporter assay, CDK9 antagonism significantly impaired reporter gene expression independently of p300 (Fig. 4C), and CDK9 antagonism did not impair protein-protein interactions between GATA-3 and p300 (Supplemental Fig. 3G). While CDK9 is not thought to bind DNA directly, presumed indirect DNA interactions were observed by ChIP-seq in both cell lines (H9) and patients (Pt2, Pt3), as CDK9 binding peaks aligned with GATA-3 binding peaks (Fig. 4D–F), including previously identified GATA-3 target genes (Supplemental Fig. 3H–I). In order to examine the extent to which GATA-3 may recruit CDK9 to its target genes, we generated GATA-3 knock out (KO) cells by gene editing and performed GATA-3, RNAP2 (pS2) and RNAP2 ChIP-seq (Fig. 4G, Supplemental Fig. 3J). A significant decrease in RNAP2 (pS2) and RNAP2 binding was observed at GATA-3 target genes upon GATA-3 KO, but was restored with the “add back” of a GFP-tagged GATA-3 (Fig. 4G, I, Supplemental Fig. 3K). The presence of GATA-3 was associated with CDK9 activation, as RNAP2 (pS2) binding peaks, after normalizing for total RNAP2 binding, remained GATA-3 dependent (Fig. 4H, I). These data indicate that GATA-3 is required for efficient CDK9 recruitment and activation at GATA-3 target genes.

**Fig. 4:**
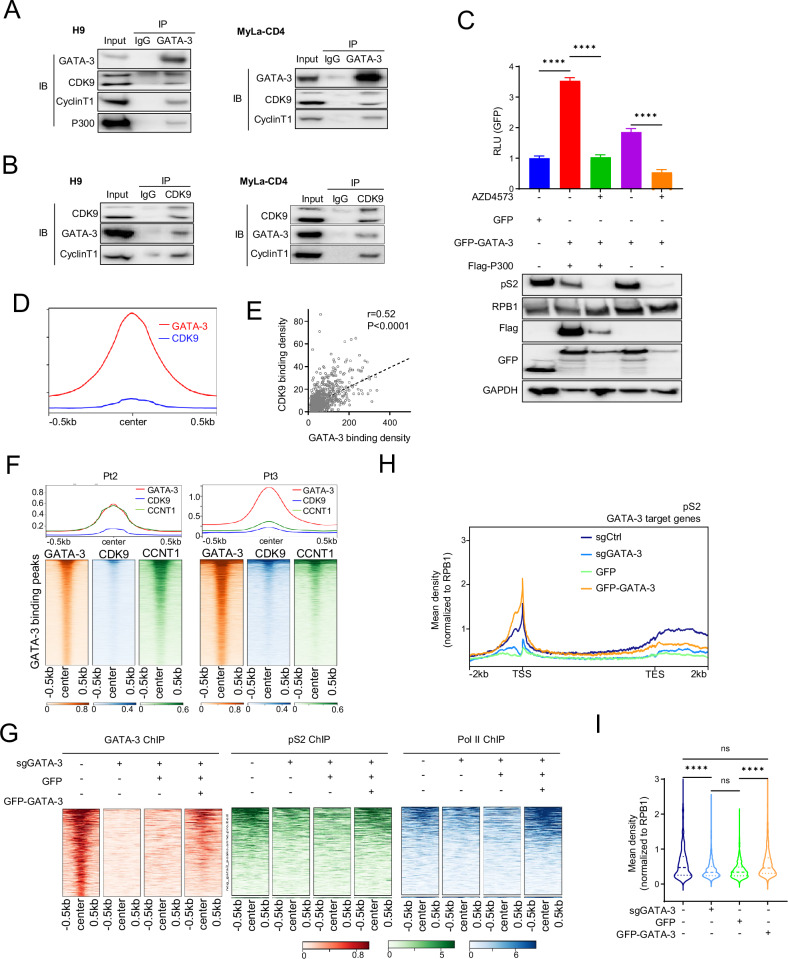
GATA-3 binds and recruits CDK9. **A, B** Endogenous GATA-3 and CDK9 are co-immunoprecipitated, as indicated, in H9 and MyLa CD4 cell lines. GATA-3 immunoprecipitation (IP) and CDK9 IP are shown in (**A**) and (**B**), respectively. **C** Relative luciferase activity in HEK293T cells expressing a GATA-3-dependent reporter and GFP-tagged GATA-3 and/or Flag-tagged P300 treated with AZD4573 or vehicle control, as indicated. Protein expression is examined by IB, and the corresponding blots are shown. **D** Average ChIP-seq peaks of GATA-3 and CDK9 around GATA-3 binding sites. **E** Correlation of GATA-3 and CDK9 binding density at all GATA-3 binding sites. **F** Average TSS ChIP-seq profiles for GATA-3, CDK9 and CCNT1 and metagene occupancy heatmaps for GATA-3 binding sites in two PTCL, NOS patient specimens. **G** Metagene occupancy heatmaps for GATA-3 binding sites were shown in GATA-3, RNA pol II and phosphor-rRNA pol II (pS2) ChIP-seq profiles of control, GATA-3 KO (sgGATA-3), GATA-3 KO transfected with GFP (GFP) and GATA-3 KO transfected with wild type GATA-3 (GFP-GATA-3) H9 cells. **H** Average profile of pS2 in GATA-3 target genes was shown in control (sgCtrl), sgGATA-3, GFP and GFP-GATA-3 H9 cells. Density of pS2 were normalized to total RPB1 density on matched conditions. **I** pS2 ChIP-seq signal (normalized to RNAP2 ChIP-seq) at GATA-3 target genes is summazied in sgCtrl, sgGATA-3, GFP, GFP-GATA3 H9 cells. Data are represented as mean ± SEM and were analyzed using Welch’s unpaired *t*-test. Correlation was analyzed by Pearson correlation coefficients. ****P < 0.0001; ns not significant.

### CDK9 regulates rRNA processing and ribosome biogenesis in GATA-3 dependent T-cell lymphomas

CDK9 dependent transcriptional programs that are not dependent on GATA-3 may be significantly enriched in GATA-3 dependent T-cell lymphomas. For example, ribosome biogenesis (RiBi) is a therapeutic vulnerability in the T-cell lymphomas (Supplemental Fig. 4A) [45]. RiBi is a dynamic, highly regulated, and energy-consuming process involving the coordinated synthesis, processing, and assembly of 4 rRNA and 80 ribosomal proteins (RP) into the 80S ribosome (Fig. 5A). Hyperactive RiBi is a characteristic of, and a therapeutic vulnerability in, many cancers [reviewed in [58]]. More specifically, the genetic landscape [e.g., PTEN loss, c-Myc amplifications [11]] and signaling pathways [e.g., the T-cell receptor [5, 59]] characteristic of GATA-3 driven T-cell lymphomas are associated with significant translational output and hyperactive RiBi [58, 60]. The production and processing of rRNA transcripts in the nucleolus is transcriptionally regulated [61] and is sufficient to orchestrate all aspects of RiBi [62]. Therefore, it is notable that transcriptional programs related to rRNA processing and RiBi were significantly impaired upon CDK9 antagonism, including NOB1, NOL6, RRP1, and DDX10 (Fig. 5B, Supplemental Fig. 4B), which are required for efficient rRNA processing (Fig. 5A) [63]. 

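In the H9 RNA-seq libraries, 146 ribosome biogenesis factors, listed before the data were examined, had a median log2 fold change of -0.68 relative to all genes tested (camera, Benjamini-Hochberg adjusted p = 2.9e-10). Of these factors, 123 lay below the median of all genes. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 113 were lower and 20 higher over all genes tested, against 113 and 21 adjusted over the list alone. Without NOB1, NOL6, RRP1 and DDX10, the 4 genes that the paper names, the relative median was -0.64 (camera, adjusted p = 7.5e-10). NOB1 (ENSG00000141101, chromosome 16 of GRCh38) was at 132 ± 3.74 CPM (SD, n = 3) with DMSO and 75.3 ± 2.11 CPM (SD, n = 3) with AZD4573, a log2 fold change of -0.81 (standard error 0.0443, adjusted p = 2.0e-09 from edgeR's quasi-likelihood test). Its exons share 429 of 2101 bases with NQO1-DT on the opposite strand, which counting without strand cannot separate. NOL6 (ENSG00000165271, chromosome 9) went from 78.8 ± 2.43 to 35.7 ± 3.95 CPM (SD, n = 3), a log2 fold change of -1.14. RRP1 (ENSG00000160214, chromosome 21) went from 121 ± 2.25 to 29.5 ± 5.87 CPM (SD, n = 3), a log2 fold change of -2.04. DDX10 (ENSG00000178105, chromosome 11), which has 2 pseudogenes, went from 45.7 ± 1.94 to 17.3 ± 2.88 CPM (SD, n = 3), a log2 fold change of -1.41. All 4 were lower in each AZD4573 library than in each DMSO library and stayed lower under each alternative run. The 79 cytoplasmic ribosomal proteins had a relative median of 0.54 (camera, adjusted p = 5.9e-13), with 78 genes higher and 0 lower by both adjustments. Their median log2 fold change turns from 0.56 to -0.17 when the libraries are scaled to the mitochondrially encoded mRNAs. Both lists kept their call under fry, which tests for any change and not against other genes. Neither did under camera with an estimated correlation between genes.

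**Figure D3:**
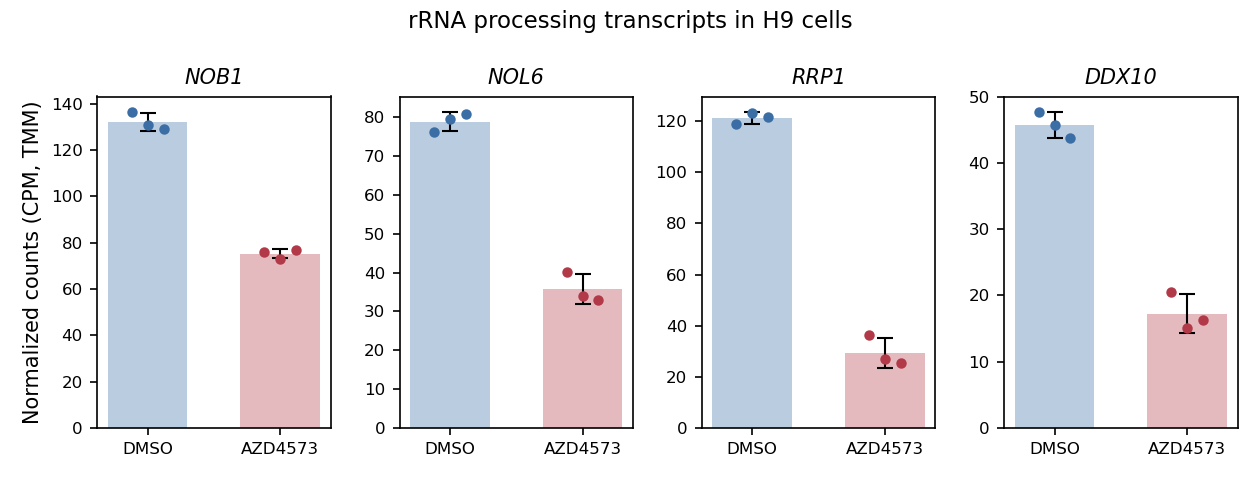
Normalized counts (CPM, TMM) of NOB1, NOL6, RRP1 and DDX10 in H9 cells treated with DMSO or AZD4573. Points are libraries, bars are means and error bars are SD (n = 3). The AZD4573 libraries of RRP1 lie between 25.2 and 36.2 CPM and the DMSO libraries between 119 and 123 CPM.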

Transcripts associated with rRNA processing or RiBi were dependencies in many T-cell lymphoma cell lines (Supplemental Fig. 4A) and were highly enriched in both CTCL (Fig. 5C, D) and PTCL (Supplemental Fig. 4C). Given the long half-life of mature rRNA transcripts, we performed a pulse-chase experiment in cells pre-treated (4 h) with AZD4573 and quantified both 47S pre-rRNA and mature (processed) 18S rRNA (Supplemental Fig. 4E). A significant difference in 47S pre-rRNA was not observed, whereas a significant decrease in the 18S/47S pre-rRNA ratio was observed (Fig. 5E), compatible with diminished rRNA processing upon CDK9 antagonism. Diverse stressors, including pharmacologic inhibition of rRNA transcription or RiBi, induce “nucleolar stress”, a hallmark of which is a redistribution of nucleolar proteins [64], including fibrillarin, which becomes less dispersed and condenses in cells undergoing nucleolar stress [64]. Therefore, fibrillarin distribution was examined after brief (2 h) exposure to AZD4573 (Fig. 5F, G, Supplemental Fig. 5F) and fibrillarin condensation, compatible with nucleolar stress, observed. As nucleolar stress is anticipated to precede diminished RiBi, we sought to examine RiBi directly. However, we were mindful that hematopoietic transcription factors may regulate rRNA transcription and RiBi [65], and a role for GATA-3 in RiBi has not been previously examined. Therefore, we examined GATA-3 binding at rDNA loci by ChIP-seq, observing multiple binding peaks across the 18S rDNA locus (Fig. 5H), in a pattern resembling that previously described for GATA-2 in alternative cellular contexts [65]. Targeted GATA-3 ChIP-qPCR (Fig. 5I) validated these findings, as did the observation that inducible GATA-3 knockdown in cell lines significantly reduced 47S pre-rRNA, 18S, and 28S rRNA transcription (Fig. 5J, K). In order to examine RiBi more directly, we performed Deep Structured Illumination Microscopy (DeepSim) to visualize ribosomal protein L7 (RPL7) aggregates. GATA-3 knockdown led to a significant reduction in RPL7 aggregates (Fig. 5L, M), without altering total RPL7 expression (Supplemental Fig. 4G). RiBi was similarly visualized upon CDK9 antagonism, and a significant reduction in RiBi observed (Fig. 5N, O). The nearly complete loss of RPL7 aggregation, required for RiBi, was comparable to that observed with the ribosomal RNA synthesis inhibitor pidnarulex (Supplemental Fig. 4H–I). Therefore, GATA-3 dependent and GATA-3 independent transcripts collaboratively promote RiBi in T-cell lymphomas by promoting rRNA transcription and processing, respectively. Collectively then, we have identified novel and complementary GATA-3 dependent and independent mechanisms by which CDK9 regulates the growth and survival of GATA-3 driven T-cell lymphomas (Fig. 5P).

**Fig. 5:**
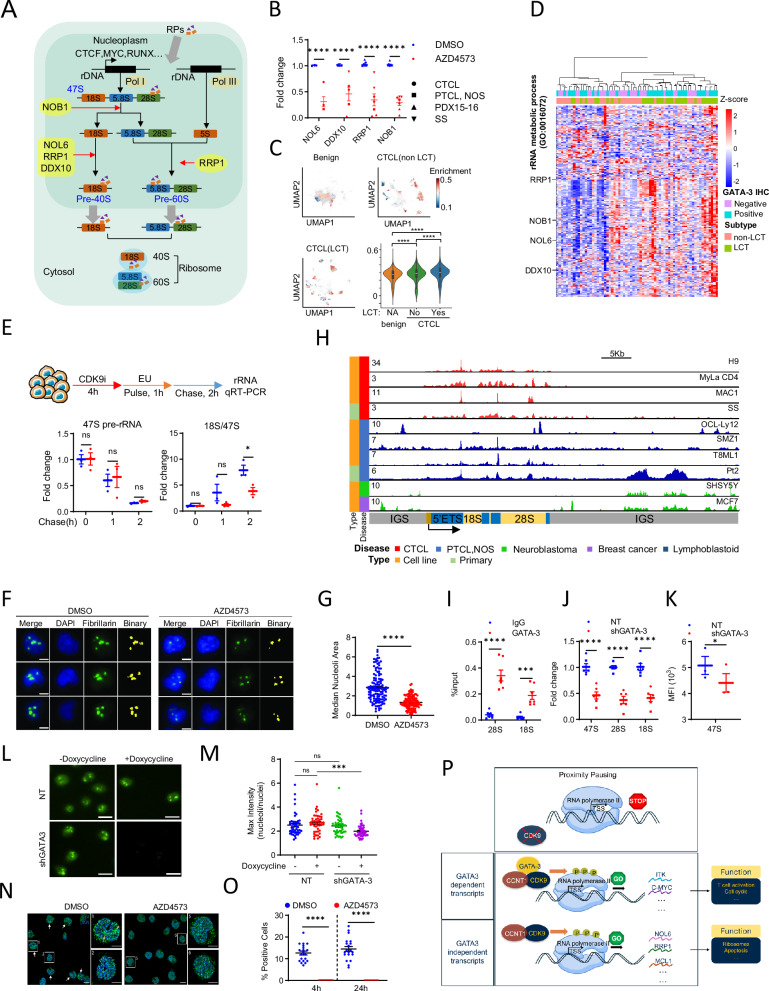
CDK9 regulates ribosome biogenesis. **A** Representative diagram of ribosome biogenesis in eukaryotes. Representative genes regulated by CDK9 involved in rRNA processing are highlighted in yellow. **B** Representative CDK9 dependent rRNA processing genes (NOL6, NOB1, DDX10, RRP1) were quantified by qRT-PCR in DMSO (blue) and AZD4573 (red) treated CTCL (H9, MAC1), PTCL, NOS (T8ML1), SS specimens and PDX models. **C** Uniform manifold approximation and projection (UMAP) showing enrichment score of genes in rRNA metabolic process in benign skin and CTCL, stratified by LCT status, in compiled scRNA-seq data sets. Scores were also summarized as violin plots. **D** Heatmap showing genes in rRNA metabolic process (*n* = 265) in unsupervised clustering of an MF cohort stratified by LCT status. **E** Cell-population-based RNA pulse-chase assays were used to assess pre-rRNA synthesis (47S pre-rRNA) and processing (ratio of 18S expression compared to 47S expression) following 4 h of CDK9 inhibition. **F**, **G** Representative images of DAPI and fibrillarin staining shown in H9 cells treated with 50 nM AZD4573 for 2 h (**F**). Binary mask was shown as median nucleoli area (fibrillarin positive regions) and was summarized in (**G**). Scale bar is 5 µm. **H** Representative GATA-3 ChIP-seq peaks on rDNA genomic loci in CTCL, PTCL, NOS cell lines and primary samples. GATA-3 ChIP-seq from neuroblastoma and breast cancer cells were used as negative control. **I** GATA-3 binding on rDNA genomic loci were validated by ChIP-qPCR in H9 (circle) and MAC1 (rectangle) cell lines. **J** 47S pre-rRNA and mature rRNA expression (18S and 28S) were measured by qRT-PCR in non-targeting (NT) and GATA-3 knock down (shGATA-3) cells (left). **K** 47S pre-rRNA was measured by RNA FISH in non-targeting (NT, blue) and GATA-3 knock down (shGATA-3, red) cells. **L**, **M** Representative images of RPL7 staining shown in negative control (NT) and GATA-3 knock-down (shGATA-3) H9 cells (**L**). Binary mask was shown as maximum nucleoli area per nuclei and was summarized in (**M**). Scale bar is 15 µm. **N**, **O** Representative z-stacks of DeepSIM images of RPL7 and DAPI staining shown in H9 cells treated with 50 nM AZD4573 for 4 and 24 h (**N**). Representative cells expressing RPL7 are indicated with white arrows. Scale bar is 10 µm. Subpanel 1 shows a representative cell with intranucleolar RPL7 aggregates, and is indicated with orange arrows. Subpanels 2, 5 and 6 show cells without nucleolar RPL7 localization. Scale bar is 5 µm. Cells with intranucleolar RPL7 aggregation, compatible with active RiBi, were quantified in 20 regions of interest (ROIs) by widefield imaging, and the data summarized in (**O**). **P** GATA-3 dependent and independent transcriptional programs are regulated by CDK9. Efficient transcriptional elongation at the GATA-3 locus is regulated by CDK9, but GATA-3 also binds CDK9 directly, and promotes efficient transcription at many GATA-3 target genes. In addition, GATA-3 independent transcriptional programs, including those regulating rRNA processing and apoptosis, are CDK9 dependent in T-cell lymphomas. Data are represented as mean ± SEM and analyzed by Welch’s unpaired *t*-test or Wilcox’s paired *t*-test. *P < 0.05; ***P < 0.001; ****P < 0.0001; ns not significant.

## Discussion

Peripheral and advanced-stage cutaneous T-cell lymphomas increasingly account for a disproportionate number of lymphoma-related deaths. Therapeutic gains have languished behind those achieved for the more common B-cell lymphomas, as few complete and durable responses are achieved with available targeted agents [1, 50, 51, 66–68], particularly among those for which a GATA-3 dependent transcriptional program is oncogenic [2, 5]. The significant transcriptional and genetic heterogeneity observed across the T-cell lymphoma spectrum has impeded progress [1]. However, improved molecular classification of these heterogenous lymphomas, including the identification of therapeutically targetable oncogenic drivers, is a rational “divide and conquer” therapeutic strategy [4].

Among GATA-3 dependent T-cell lymphomas, the GATA-3 dependent transcriptome includes receptors, kinases, and transcription factors that play a central role in oncogenic signaling pathways, including those associated with T-cell receptor and PI3K/AKT signaling [2, 51]. In addition, GATA-3 dependent cytokines have important non-cell-autonomous roles, including promoting the expansion and polarization of lymphoma-associated macrophages [50], which are a dependency [6, 69], and associated with poor outcomes [70], in these lymphomas. In addition, these lymphomas are also genetically distinct, as PTEN loss and c-Myc gains are recurrently observed [11]. Increased RiBi, required to keep pace with translational demands, plays an essential role in malignant transformation [58], and was first recognized in a c-Myc driven B-cell lymphoma model [71]. PI3K/AKT and c-Myc activation, as observed in GATA-3 driven T-cell lymphomas, likely promote ribosome biogenesis [71–75].

The observation that GATA-3 binds rDNA loci and promotes rRNA transcription is significant, suggesting that rRNA transcription mechanistically links GATA-3 with its associated genetic landscape that is reliant on hyperactive RiBi. We have shown that expression of selected rRNA processing genes is dependent upon CDK9 activation. Consequently, CDK9 antagonism, by impairing rRNA processing, rapidly culminates in nucleolar stress, and the subsequent termination of RiBi, providing a novel MCL-1 independent mechanism by which CDK9 antagonism is a therapeutic vulnerability in GATA-3 dependent T-cell lymphomas. By also impairing GATA-3 expression, CDK9 antagonism seemingly converges on RiBi by independent mechanisms affecting both rRNA transcription and processing. CDK9 may also regulate rRNA transcription and processing by alternative mechanisms that were not examined here, but may merit future study [76, 77].

Previous strategies to directly or indirectly target GATA-3 and the transcriptional program it instigates have included NFκB antagonism, as NFκB is required for efficient GATA-3 transcription [5, 78]. This is notable, as NFκB recruits the CDK9/cyclin T1 complex to gene promoters in other cellular contexts [52], but was not examined here. Alternatively, post-translational acetylation of GATA-3 regulates its DNA binding capacity and target gene expression [2]. Consequently, HDAC inhibition impairs GATA-3 dependent transcription [43]. Both GATA-3 and CDK9 are post-transcriptionally regulated by eIF4E, as intranuclear eIF4E binding is required for their XPO-1 dependent nuclear export [45]. Collectively, these findings suggest that HDAC and selective XPO-1 inhibition may warrant future study in combination with CDK9 inhibition as novel strategies targeting GATA-3 and the GATA-3 dependent transcriptome.

GATA-1, a GATA family member with an important role in megakaryocyte and erythrocyte development, binds Cyclin T1 and promotes CDK9 activation [57]. Therefore, the work presented here may suggest a similar mechanism by which GATA-3 directly binds and recruits (or stabilizes) the CDK9/Cyclin T1 complex, promoting efficient transcriptional elongation at its target genes. It is notable that transcription of a subset of GATA-3 target genes was significantly impaired upon CDK9 inhibition. This may be explained, at least in part, by a relatively long half-life for transcripts that were less affected by CDK9 antagonism. Therefore, the relatively short (6 h) exposure time we utilized may underestimate the true impact of CDK9 inhibition on the GATA-3 dependent transcriptome. This assertion may be supported by the observation that significant transcriptional pausing upon CDK9 inhibition was observed at most (70%) GATA-3 target genes. However, we cannot exclude alternative mechanisms, as GATA-3 may displace or cooperate with other CDK9/Cyclin T1 binding partners, including other transcription factors [57, 79, 80] or HEXIM, which sequesters and inactivates CDK9 within a larger 7SK snRNP complex [81–85].

As GATA-3’s role in T-cell lymphomagenesis is best explained by the transcriptional program (i.e., its target genes) it instigates, the work presented here interrogating the role of CDK9 in transcriptional regulation was largely reliant on integrated RNAP2 ChIP-seq and RNA-seq approaches. Consequently, the epigenetic effects of CDK9 inhibition, while incompletely understood, were not examined, but are relevant in a T-cell lymphoma context [86]. Components of the SWI/SNF complex are recurrently altered in many T-cell lymphomas [11, 87], and *SMARCA4* (BRG1) is dephosphorylated upon CDK9 inhibition, contributing to reactivation of gene expression [86].

In summary, we have shown that CDK9 is a dependency and therapeutic vulnerability across diverse T-cell lymphoma subsets, including those that are MCL-1 dependent. Among those that are MCL-1 independent, we have identified both GATA-3 dependent and independent transcriptional programs and biological processes (Fig. 5P) that are reliant on CDK9 activation. Therefore, CDK9 antagonists had significant activity across diverse, including genetically high-risk (e.g., p53 deficient), and orthogonal T-cell lymphoma specimens and model systems. Given the clinical development of selective CDK9 kinase inhibitors and degraders [39], these findings have significant therapeutic implications for this group of lymphomas for which novel therapeutic strategies are needed.

## Supplementary information

Supplemental methods, Table S1-S3 and Figures S1-S4

## Data Availability

All ChIP-seq and RNA-seq data will be available at GEO under accession number GSE296610. Public data were obtained from GSE36172 and GSE160119. Additional details about materials and methods are provided in the Supplemental Methods.

# Supplementary material for: CDK9 is a dependency in GATA-3 driven and MCL-1 independent T-cell Lymphomas
**Source:** Blood Cancer J. 2025 Nov 27;16(1):9. doi: 10.1038/s41408-025-01427-1
**Supplement:** Supplementary file 1 — Supplemental methods, Table S1-S3 and Figures S1-S4

## **CDK9 is a Dependency in GATA-3 driven and MCL-1 independent T-cell Lymphomas**

Chenguang Wang<sup>1\*\*\*†</sup>, Suhaib Abdelrahman<sup>1†</sup>, Xiangrong Geng<sup>1†</sup>, Alyssa Burgess<sup>2</sup>, Ying S Hu<sup>2</sup>, Mohd Ahmar Rauf<sup>1</sup>, Nermin Kady<sup>1,3</sup>, Yao Fu<sup>1</sup>, Tara A. Reilly<sup>1</sup>, Ira P. Maine<sup>1</sup>, Phillip Boonstra<sup>4</sup>, Kirill Sabitov<sup>4</sup>, Carlos Murga-Zamalloa<sup>5</sup>, Ryan A. Wilcox<sup>1\*\*</sup>

<sup>1</sup>Department of Internal Medicine, Division of Hematology and Oncology, University of Michigan, Ann Arbor, Michigan; <sup>2</sup>Department of Chemistry, College of Liberal Arts and Sciences, University of Illinois Chicago, Chicago, Illinois; <sup>3</sup>Clinical Pathology Department, Faculty of Medicine, Mansoura University, Mansoura, Egypt; <sup>4</sup>Department of Biostatistics, School of Public Health, University of Michigan, Ann Arbor, Michigan; <sup>5</sup>Department of Pathology, University of Illinois Chicago, Chicago, Illinois

†Contributed equally

**Running title: CDK9 in T-cell lymphomas**

**Keywords: CDK9, GATA-3, Ribosome Biogenesis, MCL-1, PTCL**

**Text word count: 3935**

**Figures: 5**

## **Supplemental Methods**

### **Patients and cell lines**

Cell lines were obtained from either American Type Culture Collection (ATCC) or Leibniz Institute (DSMZ), as previously described (1-3). T8ML-1 cells were kindly provided by Drs. Fujiwara and Yasukawa, and were cultured as previously described (4). All cell lines were mycoplasma free and independently authenticated by short tandem repeat (STR) profiling, performed by ATCC, and immunophenotyping (data not shown). Primary malignant T cells for *ex vivo* studies were isolated from patients with Sezary syndrome, as previously described (2, 4). Most cell lines are p53-deficient and have been genetically characterized, as previously described (3). Patient-derived xenograft models (PDX) models were generated by implanting  $5-15 \times 10^6$  patient-derived malignant T cells subcutaneously into NSG mice. Upon tumor engraftment, mice were treated with AZD4573 (or vehicle control) twice weekly for 2-3 weeks, as described further below. Explanted tumor cells were isolated for downstream analysis. Cells were cultured in RPMI 1640 supplemented with 10% FBS, 1 mM L-glutamine, and 100  $\mu$ g/mL of penicillin and streptomycin at 37°C in a humidified atmosphere with 5% CO<sub>2</sub>.

### **Immunohistochemistry**

All slides of lymphoma tissue sections were deparaffinized and stained on BOND RX autostainer (Leica Microsystems). For single chromogen XPO-1 staining, slides were subjected to antigen retrieval with BOND Epitope Retrieval solutions ER1 (Leica Microsystem, #AR9961) for 40 min at 99°C and stained using BOND Polymer Refine Detection kit (Leica Microsystems, #DS9800). The non-specific signal was blocked by incubating the slides with peroxide block for 15 minutes and protein block (Background Sniper, Biocare Medical, #BS966) for 15 minutes at room temperature. Slides were stained with Rabbit anti-CDK9 monoclonal antibody (1:300) for 30 min, and the signal was detected with polymer-HRP/DAB. PTCL cases were independently reviewed by hematopathologists (C.M.Z.).

### **Genetically engineered and patient-derived xenograft mouse models**

Mouse studies were approved by the University Committee on Care and Use of Animals (UCUCA) and performed in accordance with guidelines established by the Unit for Laboratory Animal Medicine (ULAM) at University of Michigan. Mice were housed under specific-pathogen free conditions. Treatment allocation was randomized, and all animals in given experiments were included for analysis. Floxed (SNF5, PTEN, TP53) and CD4-Cre mice were obtained from Jackson Laboratory and were crossed). All GEM models used here have been previously described (1, 3, 5). Lymphoma development for the experiments described was determined by the development of massive hepatosplenomegaly and/or bulky lymphadenopathy (>5mm). For adoptive transfer experiment,  $5 \times 10^6$  bulk splenocytes obtained from lymphoma-bearing donor mice were retro-orbitally injected into 12-16 weeks old recipient C67BL/6J mice. For short-term experiments, recipient C57BL/6J mice were monitored after adoptive transfer of splenocytes and upon lymphoma engraftment (demonstrated by palpable splenomegaly, usually within 2-4 weeks following adoptive transfer), mice were dosed with vehicle or AZD4573 by intraperitoneal injection. AZD4573 (generously provided by AstraZeneca) was dosed at 15 mg/kg, twice daily for 2 consecutive days with two hours interval for 1-3 weeks. For short-term treatment experiments, tumor burden was evaluated by organ weights and the extent of CD3, TCR-V $\beta$  and Ki67 expression in splenocytes were determined by flow cytometry. T8-28 TCL model was also used for short-term AZD4573 experiments. Recipient BALB/c mice were monitored after

adoptive transfer of splenocytes from T8-28 lymphoma bearing mice. For PDX models, a core-needle biopsy or PBMC from PTCL, NOS specimen was blunt dissected and resuspended in 100  $\mu$ L Matrigel and injected in the shaved flank of an NSG mouse (Jackson laboratory). For passage, tumors were mechanically dissociated and 5-10x10<sup>6</sup> cells were similarly injected in Matrigel subcutaneously. The PDX models established were utilized for experiments at passages 2-27. Prior to experiments, the fidelity of each PDX model was confirmed by histopathology in comparison to the original diagnostic biopsy specimen. Outcomes for PDX models were reported in accordance with recently published NCI PDXNet consensus guidelines (6).

### Patient-derived xenograft experiments analysis

Longitudinal tumor volume trajectories were modeled using a generalized linear mixed model (GLMM) with a Gamma distribution and log link to account for the non-negative, right-skewed outcome. Let  $TV_{ijk}$  denote the  $k$ -th tumor volume measurement (in mm<sup>3</sup>) for mouse  $j$  from PDX model  $i$ , which is observed on day  $t_{ijk}$ . Each  $TV_{ijk}$  value was incremented by 1 so that resulting values were strictly positive in the model.

Let  $\tau_i^{(r)}$  denote the day of the  $r$ -th AZD4573 treatment administration, which was shared for all treated mice within the same PDX model. We defined the following time variables for modeling purposes:

$$t_{ijk}^{baseline} := t_{ijk} - t_{ij1},$$

$$\left(t_{ijk} - \tau_i^{(r)}\right)_+ := \mathbb{I}(Group_{ij} = Rx) \cdot \max\left(0, t_{ijk} - \tau_i^{(r)}\right), \quad r = 1, 2, 3$$

Here,  $t_{ijk}^{baseline}$  is the number of days elapsed since the first tumor volume measurement, and  $\left(t_{ijk} - \tau_i^{(r)}\right)_+$  is the number of days since the  $r$ -th AZD4573 treatment administration. In this study, mice from PDX16 received one AZD4573 treatment; those from PDX15, PDX24, and PDX26 received two treatments, and mice from PDX10 received three treatments.

We used Akaike Information Criteria (AIC) to guide the specification of the mean model structure. The selected model was:

$$\begin{aligned} \ln(\mathbb{E}[TV_{ijk} | \cdot]) = & \beta_1 \ln(TV_{ij1}) + \beta_2 t_{ijk}^{baseline} \\ & + \beta_3 \left(t_{ijk} - \tau_i^{(1)}\right)_+ \\ & + \beta_4 \left(t_{ijk} - \tau_i^{(2)}\right)_+ \\ & + b_{1ij} t_{ijk}^{baseline} + b_{1i} t_{ijk}^{baseline}, \end{aligned}$$

where  $b_{1ij}$  and  $b_{1i}$  are nested mouse- and PDX-level random slopes, respectively.

Under this model, tumors in the control group (and in the AZD4573 treatment group prior to treatment) are assumed to have constant log-linear growth governed by  $\beta_2$ . Upon initial AZD4573 treatment, this growth trajectory is shifted by  $\beta_3$  and further shifted by  $\beta_4$  having received a second AZD4573 treatment. We did not incorporate any potential treatment effects for a third AZD4573 treatment due to small sample size and lack of statistical information for estimating such an effect.

Of primary interest are  $\beta_3$  and  $\beta_4$ , which represent the marginal effects of initial and subsequent AZD4573 treatments over time, respectively.

Without treatment, tumors grew at an estimated  $0.116 \log\text{-mm}^3$  (95% CI: [0.043, 0.189];  $p = 0.002$ ) per day, corresponding to 12.2% day-over-day growth. Upon receiving one AZD4573 treatment, growth decreased by  $-0.281 \log\text{-mm}^3$  per day (95% CI: [-0.339, -0.212];  $p < 0.001$ ) relative to controls, translating to an overall estimated decrease in tumor volume of  $0.159 \log\text{-mm}^3$  per day after initial treatment, or about 14.7% day-over-day shrinkage. Following a second round of AZD4573 treatment, tumors exhibited a further slowing in their growth rate relative to those treated with one round, corresponding to an additional reduction of  $0.038 \log\text{-mm}^3$  per day. However, this effect was not found to be statistically significant ( $p = 0.426$ ). Predictions were generated under a standardized hypothetical scenario in which all mice were observed for 28 days prior to treatment, with baseline tumor volume fixed at  $1000 \text{ mm}^3$  on day 27. We simulated the projected effects of receiving 0, 1, or 2 AZD4573 treatments, administered at 7-day intervals (on days 28 and 35), and tracked tumor progression for 14 days following initial treatment.

### **Bioinformatics analysis of single cell RNA sequencing**

Single-cell RNA database was used for gene enrichment analysis, as previously described (1). Briefly, data from single patient was integrated using the concatenate function in anndata. Scrublet (v0.2.3) was applied to obtain per-cell scrublet scores and used for doublet removal. Cells with greater than 30% mitochondrial gene expression or expression of fewer than 200 detected genes were excluded. Genes that were expressed in fewer than 3 cells were also removed. Data normalization and highly variable genes were processed by Scanpy (v1.9.6) (7). Batch correction and integration were performed using scVI (1.2.2) (7). Normal skin cell datasets were also integrated to identify malignant T cells by inferring copy number variation (CNV) based on scRNA-seq data using InferCNV (v1.18.1). Neighborhood was calculated and embedded using the umap function. The neighborhood graph was clustered using leiden function in Scanpy. Annotation was performed based on well-established and lineage-specific cell markers or Celltypist (v1.6.3) (8).

### **Cell viability**

Cell viability was analyzed by CellTiter-Glo<sup>®</sup> MT Cell Viability Assay (Promega #G9241) according to manufacturer's instructions. Briefly, equal volumes of cells and reagents were mixed and seeded to 96-well plate in triplicate or quadruplicate. Luminescence was measured after 10 min incubation. Data shown was performed in at least 3 independent experiments.

### **RNA isolation, sequencing and analysis**

RNAs were extracted using RNeasy Mini Kit (Qiagen #74106), and on column DNase I digestion (Qiagen, RNase-free DNase set #79254) was performed during extraction to avoid DNA contamination. RNA concentration was determined by NanoDrop<sup>™</sup> One/Onec Spectrophotometer (Thermo Fisher Scientific). Samples were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB #E7760L), Ribo depletion Module NEBNext rRNA Human/Mouse/Rat (NEB #E6310X) and NEBNext Multiplex Oligos for Illumina Unique dual (NEB #E6440L), where 100 ng of total RNA was ribosomal depleted using the rRNA Depletion module. The rRNA-depleted RNA is then fragmented 7 minutes determined by RIN (RNA Integrity Number) of input RNA as per protocol, and copied into first strand cDNA using reverse transcriptase and dUTP mix. Samples undergo end repair and dA-Tailing step followed by ligation of adapters. The products are purified and enriched by PCR to create the final cDNA

library. Final libraries were checked for quality and quantity by TapeStation (Agilent) and Qubit (Thermo Fisher Scientific). This pool was subjected to 151bp paired-end sequencing according to the manufacturer's protocol (Illumina NovaSeq). Bcl2fastq2 Conversion Software (Illumina) was used to generate de-multiplexed Fastq files. For quantitative RT-PCR, complementary DNA (cDNA) was prepared using the QuantiTect Reverse Transcription Kit (Qiagen #205311). qPCR was performed using the Radiant SYBR Green H-ROX qPCR Kits (Alkali Scientific Inc. #QS2020) and analyzed using the  $\Delta\Delta C_t$  method with control samples set as 1. Primers used in this study were in Supplemental Table 2.

### **Gene expression analysis**

Gene expression analysis was performed as previously described (GATA3 paper). Briefly, raw reads were quality checked with FastQC (v0.11.8) and adapter trimmed with Cutadapt (v2.3). Trimmed reads were mapped to the reference genome GRCh38 (ENSEMBL) using STAR (v2.7.8a) and assigned count estimates to genes using RSEM (v1.3.3) with default parameters. Differentially expressed genes were determined using expected counts by DESeq2 package (v1.32), p-value <0.05 and fold-change  $\geq 1.5$  were considered statistically significant. Heatmap were generated by pheatmap (v1.0.12) using 'ward.D' clustering method. Pathway enrichment analysis was performed by Metascape (v3.0) or gene set enrichment analysis (GSEA) with default parameters. Activity Scores were calculated using Hallmark gene sets by Gene Set Variation Analysis (GSVA, v1.42.0). Public datasets (GEO Accession number: GSE36172 and GSE160119) were also collected for plotting.

### **Immunoblotting (IB)**

Cells were lysed in RIPA buffer (Thermo Fisher Scientific, #89900) containing protease inhibitor. After centrifuging at 13,000 x g. for 10 min at 4°C, the protein concentration of the supernatant was quantified by Pierce BCA protein assay. 30~40 µg cell lysates were boiled in SDS gel sample buffer at 70 °C for 10 min. Samples were run using 4%-12% NuPAGE Bis-Tris protein gels and transferred to PVDF membranes (Bio-Rad #1620177). Primary antibodies were incubated overnight, and horseradish peroxidase (HRP) conjugated anti-mouse or anti-rabbit IgG antibodies were used at 1:1000. Blots were developed using SuperSignal West Femto (Thermo Fisher Scientific #34096). Primary antibodies used are provided in Supplemental Table 3.

### **BH3 profiling**

BH3 profiling was performed using JC-1 plate based or cytochrome c based intracellular BH3 (iBH3) procedures, as previously described (9). For the JC-1 method, cells were washed with PBS once, then  $2 \times 10^4$  cells/well were dissolved in 15 µL MEB buffer (150 mM mannitol, 10 mM HEPES-KOH pH 7.5, 50 mM KCl, 0.02 mM EGTA, 0.02 mM EDTA, 0.1% BSA, and 5 mM succinate). 2 x dye solution containing 20 µg/mL oligomycin, 50 µg/mL digitonin, 2 µM JC-1 and 10mM  $\beta$ -mercaptoethanol in MEB was freshly prepared. 2 x Peptides and 2 x controls (2% DMSO and 10 µM FCCP) were prepared in 2 x dye and then 15 µL/well was added to black, flat bottom 384-well plates (Corning 3573).  $2 \times 10^4$  cells were then loaded into the same plate in technical triplicates. A total of 15 µL cells and 15 µL 2 x Peptides / controls stood at room temperature for 10 minutes to allow permeabilization. Final peptides concentrations used were BIM at 0.5, 1, and 5 µM, PUMA at 5 and 10 µM, BAD at 5 and 10 µM, HRK at 5, 10 and 80 µM, MS1 and FS1 at 5 and 10 µM. Peptides were purchased from GenScript and stored at -80°C as 1~10 mM solution in DMSO.

Plates were analyzed on a BioTek Synergy HT plate reader at an excitation of 545 nm and emission of 590 nm every 10 minutes for 3 hours at 30°C. The resulting relative fluorescent units were plotted versus time and area under the curve (AUC) values were generated using GraphPad Prism9 software. 1% DMSO and 5 µM FCCP were used to set 0% and 100% depolarization parameters, respectively. The following equation was used to generate normalized values for treatment samples:

$$\% \text{ mitochondrial depolarization} = 100 - \left[ 100 \times \left( \frac{\text{AUC}_{\text{Sample}} - \text{AUC}_{\text{FCCP}}}{\text{AUC}_{\text{DMSO}} - \text{AUC}_{\text{FCCP}}} \right) \right]$$

For the iBH3, 5 x 10<sup>5</sup> cells were resuspended in 100 µL MEB buffer (150 mM mannitol, 10 mM HEPES-KOH pH 7.5, 150 mM KCl, 1 mM EGTA, 1 mM EDTA, 0.1% BSA, and 5 mM succinate) in each FACS tube. Then 100 µL of 0.002% (w/v) digitonin in MEB with 2 x Peptides or 2 x controls (2% DMSO and 50 µM Alamethicin Ala) were added into same tube and incubated for 60 min at room temperature. Cells were fixed with 67 µL of 4% formaldehyde for 10 min. Fixation was terminated by adding 67 µL of N2 (1.7M Tris, 1.25M Glycine pH 9.1) for 5 min. Then cells were stained with 40 µL /tube of 10 x CytoC Stain Buffer (10% BSA, 2% Tween20, PBS, filtered) with a 1:40 dilution (BD Biosciences, anti-cytochrome c Alexa Fluor 647) for 60 - 90 min under the dark. Flow cytometry was used to measure the median fluorescence intensity (MFI) of cytochrome c retained in the mitochondria. 1% DMSO and 25 µM Ala were used to set fully retention and complete loss of cytochrome c, respectively. The following equation was used to calculate released cytochrome c under each peptide:

$$\% \text{ cytochroma c loss} = 1 - \left( \frac{\text{MFI}_{\text{Sample}} - \text{MFI}_{\text{Ala}}}{\text{MFI}_{\text{DMSO}} - \text{MFI}_{\text{Ala}}} \right)$$

## Microscopy

Eight-well chambered cover glasses (Cellvis, cat#C8-1-N) were coated with 200 µL of 0.01% PLL solution (Miliopore Sigma, cat#P4707) and incubated for 2 hours at 37 °C. Prior to cell landing, the chambered cover glass was pre-warmed, and the solution was aspirated. Cells were immobilized onto a poly-L-lysine (PLL)-coated cover glass by incubating the cells in sterile DPBS for 30 min at 37 °C and 5% CO<sub>2</sub>. Cells were manipulated gently, and the subsequent solutions were introduced slowly into the corners of the wells to minimize cell detachment from the glass surface. Following the incubation period, cells were fixed with 4% paraformaldehyde in DPBS for 15 minutes at room temperature. Subsequently, cells were blocked and permeabilized in a blocking buffer with 5% BSA and 0.3% Triton X-100 in DPBS for 90 min. Immunostaining was performed using FBL antibody (1:200 dilution) and L7a antibody (1:60) in 1% BSA and 0.3% Triton X-100 in DPBS overnight at 4 °C. Cells were subsequently incubated with secondary antibody, goat anti-rabbit Superclonal Alexa Fluor™ 647 (5 µg/mL) or Alexa Fluor™ 488- conjugated goat anti-mouse secondary antibody (5ug/mL) in 1% BSA and 0.3% Triton X-100 for 2 hours at room temperature. Following the staining, the samples were washed three times with DPBS for 5 min each. DAPI stain was added to each well and allowed to incubate for 10 min prior to imaging. For L7a staining, widefield images were captured using a Nikon Ti-2 Eclipse inverted microscope equipped with a CrestOptics DeepSIM imaging system, Nikon 20x dry objective with DeepSIM mask moved out of the optical path. Imaging was performed with a Kinetix sCMOS camera (serial number: A23H723002). NIS-Elements Advanced Research Software (version: 5.42.04) was used for image acquisition. Laser lines of 405 nm and 640 nm

were employed, with camera exposure times set to 50 ms and 100 ms, respectively. Super-resolution imaging was acquired using the DeepSIM system with a Nikon 60x/1.42 oil immersion objective. Volumetric images were captured using the Deep imaging mode with an integration time of 50 ms and 100 ms in the 405 and 647 channels, respectively, with a step size of 0.5  $\mu$ m. Image volumes captured with DeepSIM were reconstructed within NIS-Elements Software (5.42.04), followed by blind 3D Deconvolution. Blending: Alpha. From the widefield images, a minimum of 10 regions of interest (ROIs) were selected for each treatment and DMSO condition. The mean number of cells exhibiting the L7a positive phenotype in each ROI was determined by analysis with ImageJ, then plotted. For FBL staining, Widefield images were captured using a Nikon Ti-2 Eclipse inverted microscope equipped with a Nikon Intensilight C-HGFI light source, and Nikon 40x/1.30 oil immersion objective. Imaging was performed with a Prime 95B sCMOS camera (Serial Number: A18B203004). NIS-Elements Advanced Research Software (version: 5.42.04) was used for image acquisition. Nikon Fluorescence Filter cubes ET DAPI (96360) and ET GFP (96362) were employed, with camera exposure set to 80 ms and 50 ms, respectively at 12.5% transmittance (ND 8). All imaging was performed at room temperature. Image analysis was performed using ImageJ, with segmentation carried out via the Trainable Weka Segmentation plugin (version 3.3.2). A pixel classifier was trained to identify nucleolar regions while excluding non-specific staining and background. The trained classifier was saved and uniformly applied to all regions of interest (ROIs) within each replicate experiment: consisting of two treatment conditions (DMSO and AZD4573), with a minimum of 10 ROIs analyzed per condition, per replicate (n=2 replicates). The output probability maps were thresholded to generate binary masks, with background pixels set to NaN to exclude them from further analysis. Nucleolar regions were identified using the Analyze Particles function in ImageJ, with parameters set to obtain area measurements. Identified nucleoli were manually grouped by cell and the median nucleolar area was calculated per cell. These per-cell median values were pooled across both replicates for statistical comparison (n=125, per condition).

### **Chromatin immunoprecipitation (ChIP) and sequencing**

ChIP was performed using SimpleChIP® Plus Enzymatic Chromatin IP Kit (Cell Signaling #9004) with minor modifications. Briefly, 5-10 million cells per IP were fixed using formaldehyde (1% final concentration) for 10 min at room temperature and were stopped with 125 mM glycine addition for 5 min at room temperature. After washing, cells were lysed in prepared Buffer A for 10 min at room temperature. After lysing, nuclei were collected (500  $\times$  g, 4°C, 3 min) and digested with prepared Buffer B and Micrococcal Nuclease for 20 min at 37 °C. After adding 50 mM EDTA to stop digestion, nuclei were collected (16,000 $\times$  g, 4°C, 1 min) and resuspend in prepared ChIP buffer. Nuclei were then sonicated with two pulses of 40 seconds each and 30 s incubation on wet ice at setting 4 using an ultrasonic cell disruptor (Microson) with 18-inch probe. Chromatin was clarified (16,000 $\times$  g, 4°C, 10 min) and incubated with primary antibody and 0.4  $\mu$ g IgG antibody overnight. Chromatin was then incubated with 30  $\mu$ L Dynabeads Protein G (Invitrogen #10004D) for 4 hours and washed with low-salt washing buffer three times and high-salt washing buffer once. Elution and de-crosslinking were performed overnight in 150 elution buffer (300 mM NaCl, 5 mM DTT and 0.1% SDS in TE buffer, pH8.0) at 65 °C, and RNA and proteins were digested by adding RNase A and proteinase K, respectively. Eluted samples were purified by QIAquick™ PCR Purification Kit (Qiagen #28104) and were ready for high-throughput sequencing. For ChIP-seq library preparation, NEBNext ChIP-Seq Library Prep Master Mix Set for Illumina (NEB #E6240) was used according to the manual's instructions.

Library quality was determined by TapeStation prior to being sequenced on the Illumina NovaSeq X plus platform.

### **ChIP-sequencing analysis**

ChIP-seq analysis were performed as previously described (3). Briefly, raw reads were mapped to reference genome hg38 (UCSC) using bwa (v0.7.15) and PCR duplicates and multimapping reads were marked using Picard MarkDuplicates (v2.26.5). Peak calling was performed by MACS2 (v2.1.2) to generate bed files with following parameters (other parameters were used as default): -f BAM --keep-dup auto -p 0.01 -B. Peak annotation was performed by ChIPseeker (v1.45.0). Heatmaps and profile plot for various ChIP-seq were created by Deeptools (v2.0). Traveling ratios were determined by the ratio of RNA Pol II bound at the promoter (ChIP-seq signal  $\pm 300$  bp of the TSS) to RNA Pol II bound within the gene-body (ChIP-seq signal spanning 300 bp downstream of the TSS to 3 kb downstream of the gene end). Other plots were generated in-house R scripts. For rDNA mapping, raw reads were mapped to custom hg38 genome that contained rDNA sequence (NCBI Genbank KY962518.1) using Bowtie2 with following parameters: -X 2000. Samtools view -q 1 was used to allow for multimapping reads (10). Single base resolution genomic track on rDNA were analyzed using deeptools to generate read density matrix at every nucleotide in the rDNA sequence. The read density was normalized to the median signal across the rDNA sequence for that dataset, thereby setting median coverage across each rDNA track to 1.

### **47S-FISH**

FISH was performed as previously described (11, 12). Briefly, Fluorescent FISH probes specific to 47S pre-rRNA obtained from previous publications and custom synthesized conjugated with Cy5 (IDT). The pool of FISH probe set (5 nmol) was reconstituted in TE to achieve 12.5  $\mu$ M stock.  $5 \times 10^6$  cells were harvested and washed twice with 750  $\mu$ l of PBS containing 2 mM EDTA. Pelleted cells were resuspended in 750  $\mu$ l of 3.7 % formaldehyde, and incubated at 37 °C for 10 min with gentle shaking. At time of staining,  $2.5 \times 10^5$  cells were transferred to a 96 well plate and washed using 150  $\mu$ l of FISH wash buffer (10 % formamide in 2X saline-sodium citrate (SSC) buffer [300 mM Sodium Chloride, 30 mM Sodium citrate pH 7.0]). After washing, cells were resuspended in 50  $\mu$ l of Hybridization buffer (10 % Dextran sulfate, 10 % formamide in 2X SSC) containing 0.5  $\mu$ M fluorescent probe pool mix. Plates were sealed using parafilm and covered with aluminum foil and incubated at 37 °C overnight. After incubation, cells were pelleted and resuspended for washing in 150  $\mu$ l of FISH wash buffer, and then re-pelleted and resuspended in 150  $\mu$ l of FISH wash buffer for incubation at 37 °C for 30 min. Following incubation, cells were pelleted, resuspended in 150  $\mu$ l of 4',6-diamidino -2-phenylindole [DAPI] (100 ng/ml prepared in FISH wash buffer), and incubated at 37 °C for 30 min. Finally, cells were washed in 150  $\mu$ l 2X SSC buffer, and resuspended in 150  $\mu$ l of 2X SSC plus 150  $\mu$ l of 1X PBS. 47S-FISH and DAPI intensity per cell were acquired Attune Cytpix Flow Cytometer (ThermoFisher) and the data were analyzed by FlowJo (BD Bioscience).

### **Flow Cytometry**

Commercially available fluorochrome-conjugated antibodies were utilized for flow cytometry (Supplementary Table 2). For intracellular (Ki67) staining, cells were fixed and permeabilized in Foxp3 Fix/Perm buffer (Biolegend cat# 421403) and then stained with appropriate antibodies. Flow cytometry data was acquired using Attune Cytpix Flow Cytometer (ThermoFisher) and the data were analyzed by FlowJo (BD Bioscience).

### Dual-luciferase assay

The GATA-3 promoter (-148 bp to +587 bp), previously published (13), was cloned into pGL4.10 vector (Promega). HEK293T cells were grown in 24-well plates and transfected with 0.2 µg pGL4.0-GATA-3-luc and 0.02 µg *Renilla* luciferase vector (pGL4.70; Promega), together with 0.2 µg pLVX-AcGFP (control) or 0.2 µg pLVX-AcGFP GATA-3 or/and 0.6 µg Flag-p300 plasmid as indicated. 48 hours after transfection, transfected HEK293T cells were harvested in Glo lysis buffer (Promega #E266A) and luciferase assays were performed using Dual-Luciferase reporter assay system (Promega #E2940). Firefly value was normalized to *Renilla* value. The relative luciferase activities (RLUs) were expressed as a percent of the luciferase activity in every group vs. the pLVX-AcGFP plasmid transfection-induced luciferase activity. Three independent experiments were performed.

**Supplemental Table 1. Summary of cell lines and primary cells used in this study showing their disease subtype, GATA-3 status, MCL dependence and IC50 for MCL1 CDK9 selective inhibitor.**

**Supplemental Table 2. Primers used in this study.**

**Supplemental Table 3. Antibodies used in this study.**

## References

1. Kady N, Abdelrahman S, Rauf A, Burgess A, Weiss J, Gunasekara H, et al. The GATA-3-dependent transcriptome and tumor microenvironment are regulated by eIF4E and XPO1 in T-cell lymphomas. *Blood*. 2024.
2. Geng X, Wang C, Abdelrahman S, Perera T, Saed B, Hu YS, et al. GATA-3 Dependent Gene Transcription is Impaired upon HDAC Inhibition. *Clin Cancer Res*. 2024.
3. Geng X, Wang C, Gao X, Chowdhury P, Weiss J, Villegas JA, et al. GATA-3 is a proto-oncogene in T-cell lymphoproliferative neoplasms. *Blood cancer journal*. 2022;12(11):149.
4. Wang T, Lu Y, Polk A, Chowdhury P, Zamalloa CM, Fujiwara H, et al. T-cell Receptor Signaling Activates an ITK/NF-kappaB/GATA-3 axis in T-cell Lymphomas Facilitating Resistance to Chemotherapy. *Clin Cancer Res*. 2017;23(10):2506-15.
5. Gao X, Wang C, Abdelrahman S, Kady N, Murga-Zamalloa C, Gann P, et al. Notch Signaling Promotes Mature T-Cell Lymphomagenesis. *Cancer research*. 2022;82(20):3763-73.
6. Meric-Bernstam F, Lloyd MW, Koc S, Evrard YA, McShane LM, Lewis MT, et al. Assessment of Patient-Derived Xenograft Growth and Antitumor Activity: The NCI PDXNet Consensus Recommendations. *Mol Cancer Ther*. 2024;23(7):924-38.
7. Virshup I, Bredikhin D, Heumos L, Palla G, Sturm G, Gayoso A, et al. The scverse project provides a computational ecosystem for single-cell omics data analysis. *Nat Biotechnol*. 2023;41(5):604-6.
8. Xu C, Prete M, Webb S, Jardine L, Stewart BJ, Hoo R, et al. Automatic cell-type harmonization and integration across Human Cell Atlas datasets. *Cell*. 2023;186(26):5876-91 e20.
9. Ryan J, Letai A. BH3 profiling in whole cells by fluorimeter or FACS. *Methods*. 2013;61(2):156-64.
10. George SS, Pimkin M, Paralkar VR. Construction and validation of customized genomes for human and mouse ribosomal DNA mapping. *J Biol Chem*. 2023;299(6):104766.
11. Antony C, George SS, Blum J, Somers P, Thorsheim CL, Wu-Corts DJ, et al. Control of ribosomal RNA synthesis by hematopoietic transcription factors. *Molecular cell*. 2022;82(20):3826-39 e9.
12. Antony C, Somers P, Gray EM, Pimkin M, Paralkar VR. FISH-Flow to quantify nascent and mature ribosomal RNA in mouse and human cells. *STAR Protoc*. 2023;4(3):102463.
13. Nakata Y, Brignier AC, Jin S, Shen Y, Rudnick SI, Sugita M, et al. c-Myb, Menin, GATA-3, and MLL form a dynamic transcription complex that plays a pivotal role in human T helper type 2 cell development. *Blood*. 2010;116(8):1280-90.

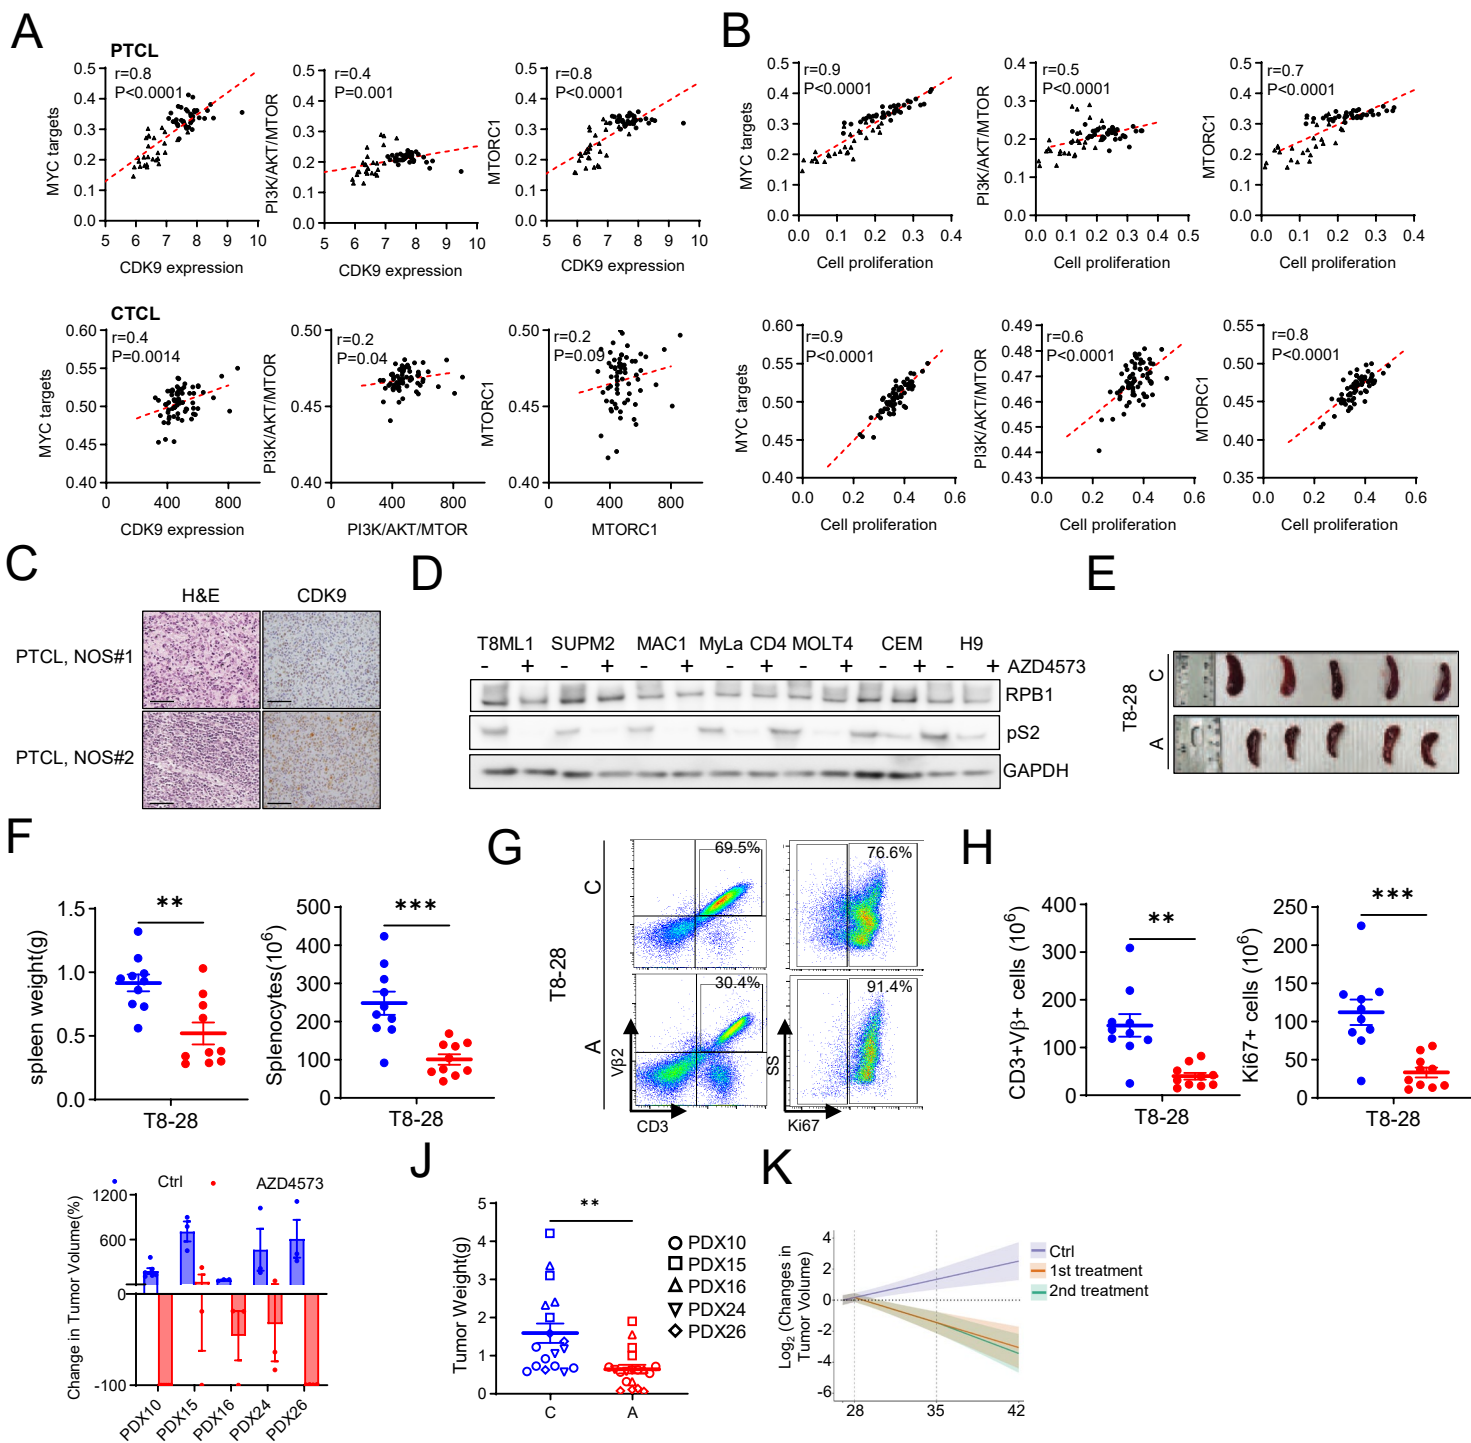

**Supplemental Fig. S1. CDK9 is activated in TCLs.** (A) Correlation of enrichment score of MYC targets, PI3K/AKT/MTOR signaling and MTORC1 signaling and normalized CDK9 expression in public PTCL and CTCL (in-house) gene expression profiling datasets. (B) Correlation of enrichment score of MYC targets, PI3K/AKT/MTOR signaling and MTORC1 signaling and score of cell proliferation in public PTCL and CTCL (in-house) gene expression profiling datasets. (C) 19 PTCL cases were evaluated for CDK9 expression by immunohistochemistry. 17 cases were shown to be positive (cutoff: 20%). Representative photographs that express CDK9 within the tumor cells (right) and corresponding hematoxylin and eosin (H&E) stain (left) were shown. Scale bar is 60  $\mu$ M. (D) RNA pol II (RPB1) and phospho-RNA pol II (pS2) IB was performed in multiple TCL cell lines with control and AZD4573 treatment (50 nM for 4 hours), including CTCL (H9, MyLa CD4 and MAC1), ALCL (SUP-M2), T-ALL (SUP-T1 and CEM) and PTCL, NOS (T8ML1). (E-F) Splenocytes from lymphoma-bearing T8-28 mice were adoptively transferred into syngeneic Balb/c recipients (n=5, 2 biologic replicates). Upon lymphoma engraftment, mice were treated with either vehicle control (C, blue circles) or AZD4573 (A, red circles). At the time of study termination, spleens were explanted and weighed. Representative examples are shown in E, and the data summarized in F. (G-H), Clonal T cells (CD3<sup>+</sup>V $\beta$ <sup>+</sup>) in spleens were quantified and proliferation examined by Ki67 expression. Representative examples are shown in G, and the data summarized in H, as indicated. (I) Independent PTCL, NOS PDX (n=5) were established subcutaneously in NSG recipients (n=4-5/treatment group). Upon engraftment, PDX were randomized to treatment with vehicle control (blue) or AZD4573 (red), as before. Changes in tumor volume at baseline (first day of measurement) and at the end of treatment are shown in the waterfall plots. (J) On study termination, PDX were excised and weighed, and the data summarized. (K) Model-predicted population-level log<sub>2</sub> fold change in tumor volume from baseline over time, stratified by AZD4573 treatment regimen. Shaded regions indicate 95% confidence bands. Vertical dashed lines on days 28 and 35 indicate treatment administration days. All regimens were initialized with a baseline tumor volume of 1000 mm<sup>3</sup> on day 27 under a hypothetical experimental scenario. Data are represented as mean  $\pm$  SEM and were analyzed using Welch's unpaired t-test. Correlation was analyzed by two-tailed pearson correlation coefficients. \*\*p<0.01, \*\*\* P<0.001.

A

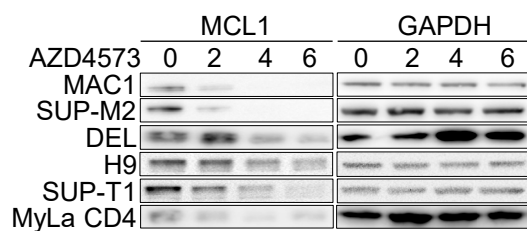

**Supplemental Fig. S2. CDK9 regulated MCL-1 in T cell lymphomas.** (A) MCL1 immunoblot (IB) was performed in TCL cell lines, including CTCL (H9, MyLa CD4 and MAC1), ALCL (SUP-M2 and DEL) and T-ALL (SUP-T1).

A

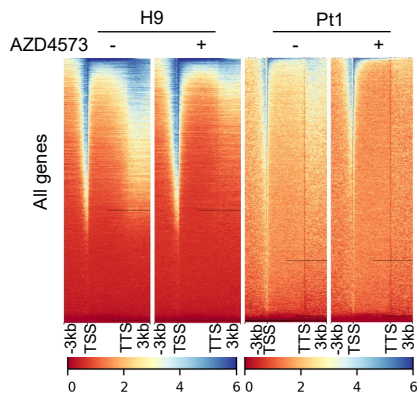

B

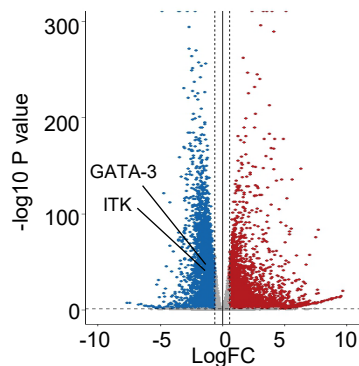

C

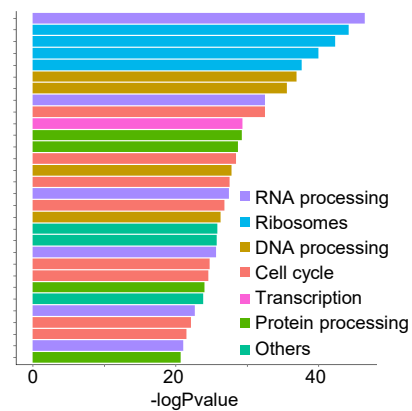

D

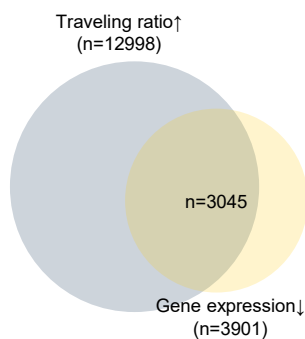

E

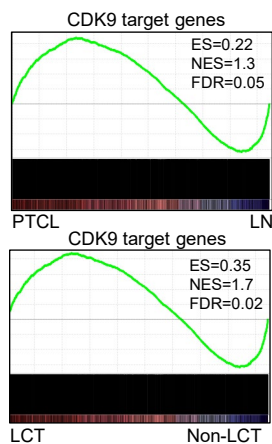

F

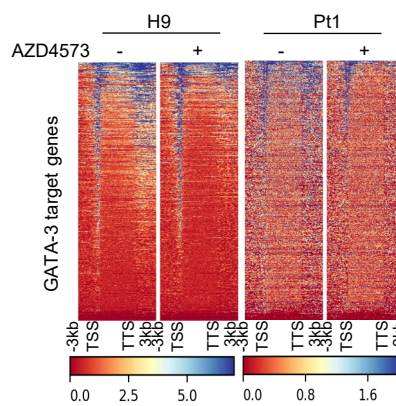

G

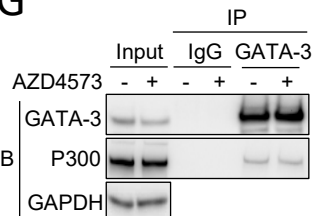

J

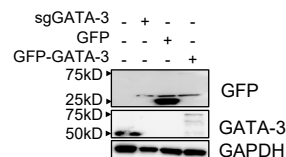

H

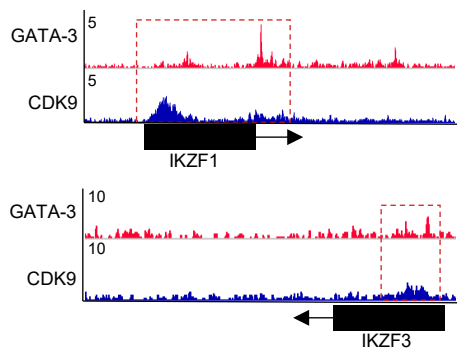

I

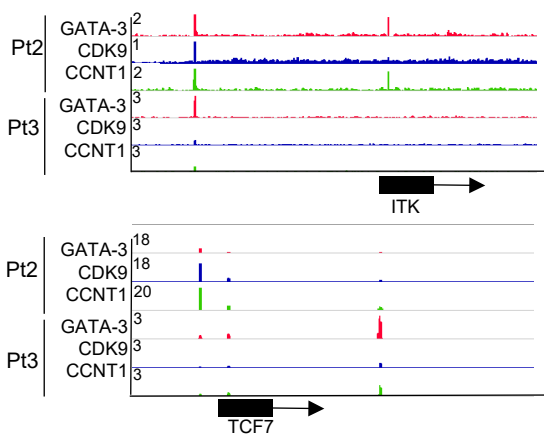

K

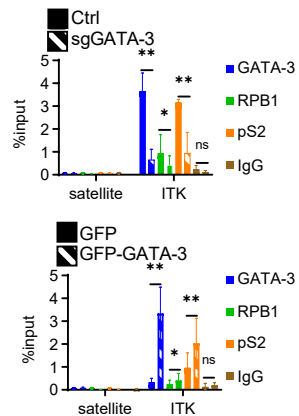

**Supplemental Fig.S3. Changes in traveling ratio and binding profiles in CDK9 inhibited TCLs.** (A) Genome-wide occupancy heatmaps of RNA pol II binding peaks were shown in RNA pol II ChIP-seq profiles of H9 cells and PTCL, NOS patient specimens (Pt1) treated with DMSO and AZD4573 (50 nM for 4 hours). (B) Volcano plot of differential expressed genes from RNA-seq data of H9 cells treated with AZD4573 (50 nM for 4 hours). GATA-3 and representative GATA-3 target genes were labeled. (C) Enrichment analysis of CDK9 target genes was ranked by P value and shown with representative categories. (D) Venn diagram showing overlap of downregulated genes after AZD4573 treatment and genes have increased traveling ratio from ChIP-seq data in H9 cells treated with AZD4573 (50 nM for 4 hours). (E) Gene set enrichment analysis (GSEA) of CDK9 target genes in in-house CTCL and PTCL (GSE160119) gene expression profiling datasets. (F) Metagene occupancy heatmaps of RNA pol II binding peaks in GATA-3 target genes were shown in H9 cells and PTCL, NOS patient specimens (Pt1) treated with DMSO and AZD4573 (50 nM for 4 hours). (G) Endogenous GATA-3 and P300 are co-immunoprecipitated, as indicated, in H9 cells with DMSO and AZD4573 (50 nM for 4 hours). (H) Representative GATA-3 and CDK9 co-binding examples (IKZF1 and IKZF3 genomic loci) were shown in H9 cells. (I) Representative binding on GATA-3 target genes of GATA-3, CDK9 and CCNT1 ChIP-seq profiles were shown in two PTCL, NOS patient specimens. (J) GATA-3 expression was evaluated by IB in GATA3 knock out and restoration cells. Negative guide RNA and empty GFP were used as control, respectively. (K) GATA-3 (blue), RNA pol II (green) and pS2 (orange) and isotype (brown) binding on ITK promoter genomic loci were validated by ChIP-qPCR in Ctrl, sgGATA-3, GFP and GFP-GATA-3 H9 cells. Human satellite repeats was used a negative control. Data are represented as mean  $\pm$  SEM. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.0001$ , ns, not significant (Welch's unpaired t-test;  $n \geq 3$ ).

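The 5 largest falls and 5 largest rises in the H9 RNA-seq libraries were taken among genes with a symbol, a mean of at least 10 CPM in the higher group, an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and groups that do not overlap. EOMES (ENSG00000163508) fell from 36.5 ± 1.04 CPM (SD, n = 3) with DMSO to 1.31 ± 0.244 CPM (SD, n = 3) with AZD4573, a log2 fold change of -4.80 (standard error 0.0993, adjusted p = 1.6e-12 from the same test). It was followed by RND3 with a log2 fold change of -4.64, DDIT3 with -4.19, HEXIM1 with -3.49 and SEMA4B with -3.48. Counting without strand cannot separate the 518 of 1307 exon bases that DDIT3 shares with other genes, or the 520 of 3625 that HEXIM1 shares with HEXIM2-AS1. The largest rise was that of ZNNT1 (ENSG00000261087), from 0.0672 ± 0.0251 to 14.5 ± 1.99 CPM (SD, n = 3), a log2 fold change of 7.73. MIR3648-1 and MIR3648-2 had identical counts, as copies between which RSEM divides shared reads, and the same log2 fold change of 7.66. ASTL rose by 6.35 and CCDC17 by 5.60 on the log2 scale, from 0.582 and 0.280 CPM with DMSO. Transcripts that run past the end of a neighbouring gene can add counts to genes so low with DMSO. Whether they account for the rises of ZNNT1, ASTL and CCDC17 was not tested gene by gene. With DMSO, ZNNT1 had at most 6 counts in a library and MIR3648-1 at most 14, so that these 2 rises depend on few counts.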

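CCR4 (ENSG00000183813), from the paper's primer table, had a log2 fold change of -0.26 upon AZD4573 treatment of H9 cells (standard error 0.0447, adjusted p = 0.000124 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IKZF3 and TCF7, whose loci the paper shows, had log2 fold changes of 0.07 and -0.08, with adjusted p values above 0.05 in the same test. IKZF1, whose locus is shown with that of IKZF3, was higher, with a log2 fold change of 0.21 (adjusted p = 0.000537 from the same test). IKZF1 and IKZF3 reversed to -0.53 and -0.67 when scaled to the mitochondrially encoded mRNAs. Of the 30 genes examined because the paper names them, 15 were lower and 13 higher at an adjusted p under 0.05, over all genes tested and also adjusted over the list alone. The paper labels GATA-3 in a plot of these libraries, so that the second count is not independent evidence. The split into lower and higher genes depends on the scaling. Scaled to the mitochondrially encoded mRNAs, 11 of these 30 genes reversed from a positive to a negative log2 fold change. CDK9 (0.16), CCNT1 (0.45) and CCNT2 (0.11) stayed positive.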

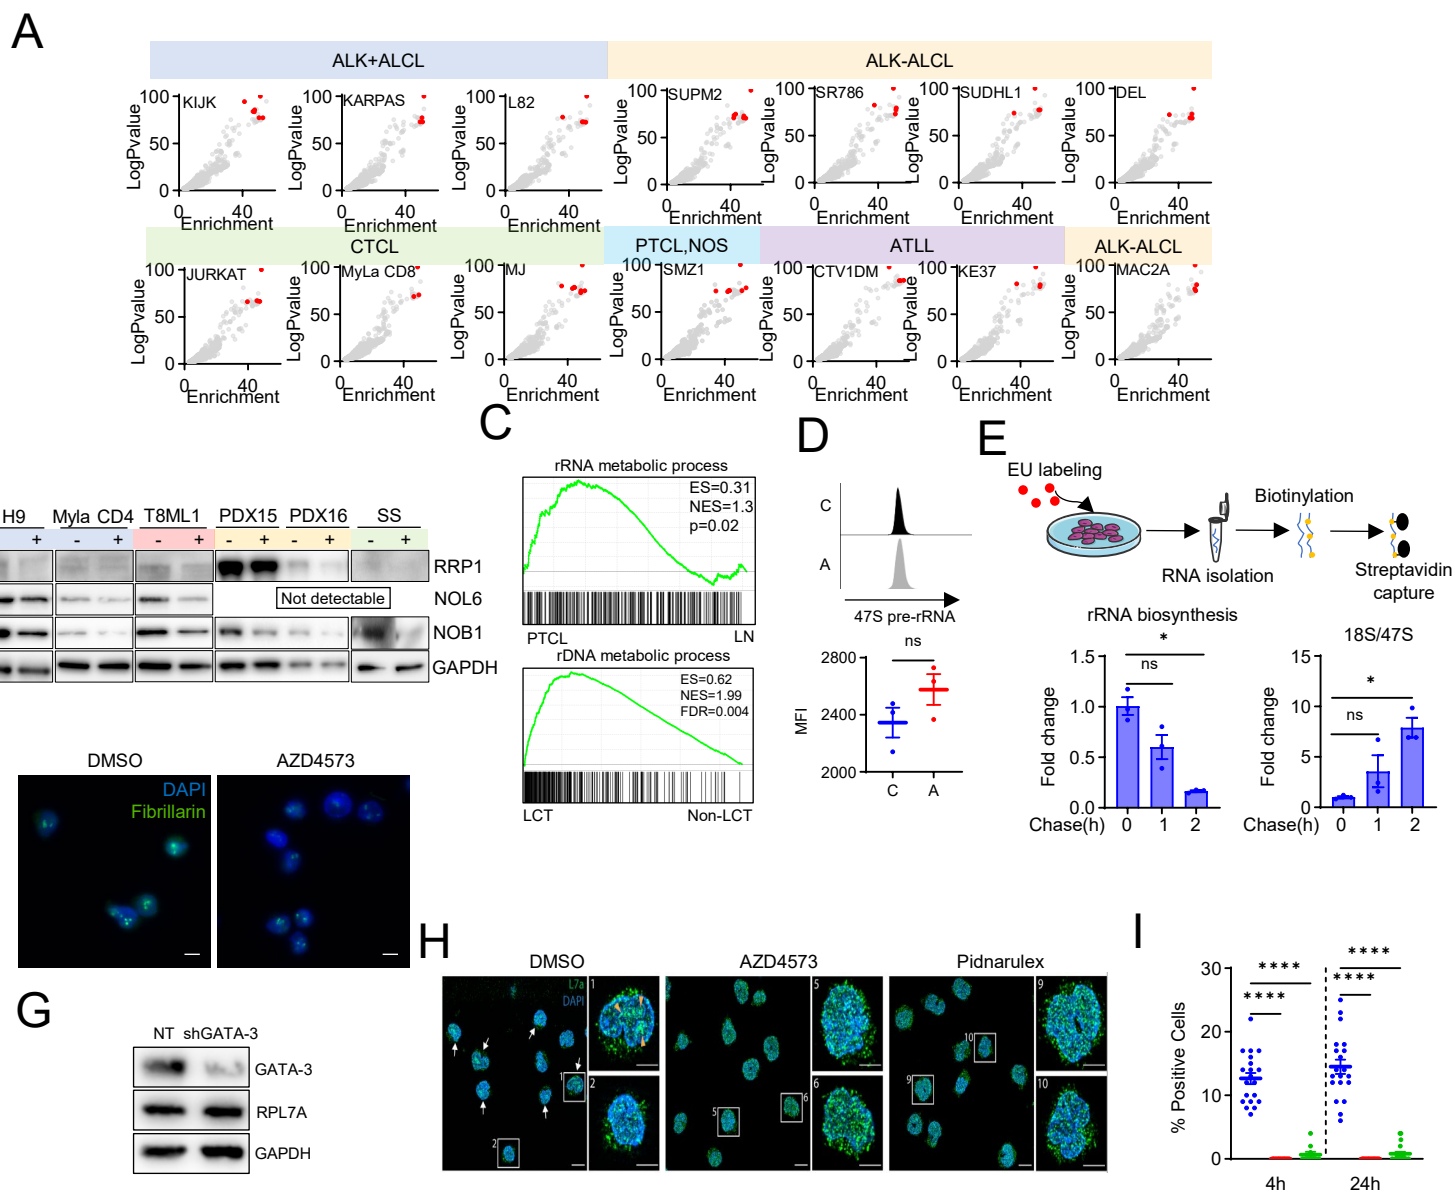

**Supplemental Fig. S4. ribosome biogenesis is disrupted in CDK9 inhibition.** (A) Top 100 genes with most dependency score from DepMap CRISPR KO screens (24Q4) were selected for enrichment analysis in each TCL cell line. Pathways related to ribosome biogenesis were highlighted in red. (B) Expression of rDNA processing genes was determined by IB in AZD4573 treated cell lines (50 nM for 6 hours), a SS patient specimen (50 nM for 6 hours) and PDX cells in sacrifice day. (C) GSEA of genes related to rRNA metabolic process in in-house CTCL and PTCL (GSE160119) gene expression profiling datasets. (D) 47S pre-rRNA was measured by RNA FISH in DMSO (C) and AZD4573-treated (A) H9 cells, representative histogram was shown on the top and summary was shown on the bottom. (E) Cell-population-based RNA pulse-chase assays were used to assess pre-rRNA synthesis (47S pre-rRNA) and processing (ratio of 18S expression compared to 47S expression) in H9 cells. (F) Representative images of Fibrillarin and DAPI staining shown in H9 cells treated with 50nM AZD4573 for 2 hours. Scale bar is 5  $\mu$ m. (G) Expression of GATA-3 and RPL7A was determined by IB in negative control (NT) and GATA-3 knock-down (shGATA-3) H9 cell line after doxycycline induction. (H) Representative z-stacks of DeepSIM images of L7a and DAPI staining shown in H9 cells treated with 50 nM AZD4573 or 50 nM Pidnarulex for 4 hours. Cells with positive L7a phenotype are indicated with white arrows. Scale bar is 10  $\mu$ m. Subpanel numbered 1 represents zoomed-in view of a cell with positive L7a phenotype. Nucleoli localization of L7a are indicated with orange arrows. Subpanels 2, 5, 6, 9 and 10 represent cells with negative phenotype (lack of nucleoli L7a localization). Scale bar is 5  $\mu$ m. (I) L7a positive cells were summarized in 20 regions of interest (ROIs) by widefield microscopy in H9 cells treated with DMSO (blue), 50 nM AZD4573 (red), and 50 nM Pidnarulex (green) for 4 hours and 24 hours, respectively. Data are represented as mean  $\pm$  SEM. \* $p < 0.05$ , \*\*\*\*  $p < 0.0001$ , ns, not significant (Welch's unpaired t-test;  $n \geq 3$ ).

How the deposited data were processed for this re-analysis (not part of the article)

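The data were bulk RNA-seq counts of H9 cells treated with DMSO or AZD4573 (50 nM), with 3 libraries per group. Each library was mapped to its group by its label, and all 6 were used. According to the supplemental methods, the authors trimmed the reads with Cutadapt 2.3 after FastQC 0.11.8, aligned them to GRCh38 (ENSEMBL) with STAR 2.7.8a and estimated expected counts per gene with RSEM 1.3.3 at its default parameters. The values are whole numbers and are not normalized. They cover 61546 entries, of which 61541 are Ensembl genes and 5 are reporter sequences with 0 counts in each library. Names from a gene name table matched 61369 of the genes.

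Differential expression was computed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filter on low counts (minimum count 10), which left 17678 genes. Libraries were normalized by TMM and compared by the quasi-likelihood test with Benjamini-Hochberg adjustment, without a replicate block. A gene was called at a fold change of at least 1.5 together with a p under 0.05, once unadjusted and once adjusted. The supplemental methods give these thresholds as a p-value, with no word on an adjustment. Errors of CPM values are SD over libraries.

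The genes named were fixed by a rule: the transcripts that the paper names, with its qRT-PCR reference genes and CDK9 with its partners (30 genes), and the 5 largest falls and 5 largest rises among genes with an adjusted p under 0.05, at least 10 CPM in the higher group, groups that do not overlap and a symbol. This gave 39 genes, since HEXIM1 met both parts. A further gene that met the rule is not reported here. The 8 gene lists were ribosome biogenesis factors, cytoplasmic ribosomal proteins, RNA polymerase II transcription machinery, T-cell receptor and T-cell proliferation genes, immediate-early genes, replication-dependent histones, S-phase genes and G2/M-phase genes. They were tested with camera (limma 3.58.1, preset correlation 0.01, log2 CPM with a prior count of 2). These choices and the alternatives were made before the data were examined.

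The alternatives were RLE factors, library size only and scaling to the 13 mitochondrially encoded mRNAs in place of TMM, no filter or at least 10 counts in every library, each library left out in turn, a replicate block, DESeq2 1.42.0 and a fold change of at least 2. For the lists, fry and an estimated correlation were also run, and for ribosome biogenesis the list without the 4 genes shown in Fig. 5B. While camera asks whether a list moves more than other genes, fry asks only whether it changes at all. Gene positions, exons and biotypes came from GENCODE release 44, and the coordinates of the rDNA repeats from RefSeq on GRCh38.

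The procedure was tested on simulated data, in which edgeR and DESeq2 each recovered 200 of 200 changed genes and called 26 and 35 of 17378 unchanged genes. A list shifted by -0.7 on the log2 scale came out with a relative median of -0.69. The 200 changed genes rose or fell by 1 or 2 on the log2 scale in equal numbers, and genes were drawn independently. The simulation therefore tests neither the scaling where a large share of genes changes nor camera where genes are correlated. Within groups, the counts of any pair of libraries differed by more than counting noise (chi-square per degree of freedom from 5.51 to 20.5), so that none is a copy of another. The RNAP2 ChIP-seq, qRT-PCR, immunoblot and patient data of the paper were not analysed here.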

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

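Apart from edgeR's test of MIR3648-1, which was part of the planned comparison of all genes, the tests of these rDNA counts were chosen only after the result was seen. The paper does not report on RNA-seq counts within the rDNA repeats, where counts rose above the level of the DMSO libraries. MIR3648-1 lies on chromosome 21 of GRCh38 from 8208473 to 8208652, within the 5′ external transcribed spacer of RNA45SN2, a part of the 47S precursor that mature rRNA lacks. Its log2 fold change upon AZD4573 treatment was 7.66 (standard error 0.278, adjusted p = 7.4e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 2, 2 and 14 counts in the DMSO libraries and 962, 922 and 896 in the AZD4573 libraries. This is 0.081 ± 0.0945 CPM (SD, n = 3) with DMSO and 16.6 ± 2.14 CPM (SD, n = 3) with AZD4573. The rise of the mean is 205-fold with all DMSO libraries, and without DMSO replicate 3 the 2 counts in each remaining DMSO library are too few to give a fold. The gene spans 180 bases, so that most of the spacer was not measured. A second gene is annotated in this spacer, ENSG00000277437, from 8208844 to 8208904. The counts summed over both genes equal those of MIR3648-1, so that ENSG00000277437 had no counts in any library. Whether so short a gene can be counted in these libraries was not tested. The supplemental methods give reads that, before trimming, are longer than this gene, so that its lack of counts carries little weight. Reads of the rDNA copies cannot be assigned to 1 copy, so that the values describe the repeats as a family.

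Counts within the 18S region also rose. They fall on 3 genes annotated on the opposite strand of RNA18SN1, RNA18SN2 and RNA18SN3, whose counts are identical and were made without regard to strand. The sum over the 3 genes went from 1740 ± 1229 to 13249 ± 420 CPM (SD, n = 3), a rise of 7.61-fold. DMSO replicate 3 stood 3.06-fold above the mean of the other DMSO libraries, and without it the rise was 12.8-fold.

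Carry-over of mature rRNA does not explain the counts of MIR3648-1, since their ratio to 18S counts rose 33.7-fold, and the lowest AZD4573 library lay above the highest DMSO library. A smaller pool of mRNA would raise the 18S region about as much as the mitochondrially encoded mRNAs, which rose 1.67-fold against 7.61-fold. Genomic DNA would add counts to the intergenic spacer of the same repeats along with the 18S region. The genes of this spacer rose 2.09-fold, with each AZD4573 library above each DMSO library, but only from 0.437 to 0.915 CPM, where the 18S region reached 13249 CPM. This argues against genomic DNA as the source of the 18S counts, and the rise of the intergenic spacer itself was not explained. For the 18S region, a difference in carry-over of mature rRNA between libraries cannot be told apart from a change in rRNA, because the 3.06-fold gap among DMSO libraries shows that the amount varies within a group. For MIR3648-1, a candidate explanation is that unprocessed precursor, or precursor with a poly(A) tail, accumulated upon CDK9 inhibition, given the 33.7-fold rise per 18S count. This remains a hypothesis, since it was found and tested on the same libraries and no measure of processing or of poly(A) tails was analysed here. It also rests on MIR3648-1 alone, since ENSG00000277437 of the same spacer is shorter than a read and had no counts. The pulse-chase experiment of the paper (Fig. 5E) measured labelled rRNA and not poly(A) RNA. It found no significant difference in 47S rRNA and a decrease in the ratio of 18S to 47S rRNA. The paper also lists RNA FISH of 47S pre-rRNA in H9 cells with DMSO or AZD4573 (Supplemental Fig. S4D). Its text gives no result for that assay, which was not analysed here.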

How the results depend on the processing

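No test in this part was chosen after its result was seen. Alternatives to the main choices changed the counts of called genes most through the scaling and the fold threshold. Scaled to the mitochondrially encoded mRNAs, 9485 genes were lower and 1818 higher by the unadjusted rule, and 9433 and 1769 by the adjusted one. This follows from the shift of the median of all genes, and which scaling describes the amount per cell was not tested. At a fold change of at least 2, which is a stricter rule by construction, 2465 genes were lower and 2672 higher by the unadjusted rule, and 2450 and 2643 by the adjusted one. The other alternatives stayed within 1.5 times the main counts. They include RLE factors (4174 lower and 4048 higher, adjusted), library size only (4766 and 3444), no filter (4593 and 4535), at least 10 counts in every library (3660 and 3246) and DESeq2 (4198 and 4122). Across the 6 fits that each left out 1 library, the adjusted counts ranged from 4142 to 4337 lower and from 3872 to 4119 higher genes.

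The replicate numbers of the groups do not pair the libraries, since deviations from the group means correlated at -0.0208, 0.0417 and 0.0316 between libraries of the same number. With the number as a block, 4162 genes were lower and 3926 higher by the adjusted rule.

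The lists of ribosome biogenesis factors (relative median -0.68, adjusted p = 0.253), ribosomal proteins (0.54, 0.458), RNA polymerase II machinery (-0.44, 0.197), S-phase genes (-0.59, 0.218) and G2/M-phase genes (-0.47, 0.197) were no longer past the threshold when camera estimated the correlation between genes. They stayed past it under every other alternative run, except that the ribosomal proteins did not when scaled to the mitochondrially encoded mRNAs (0.54, adjusted p = 0.0651), and the cause was not tested. Over all alternatives the adjusted p ranged from 8.8e-17 to 0.253 for ribosome biogenesis factors, and from 5.2e-16 to 0.458 for ribosomal proteins.

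The T-cell list passed the threshold when scaled to the mitochondrially encoded mRNAs (0.045, adjusted p = 0.0392), where camera gave the direction as down although the relative median stayed positive. It reversed to -0.084 without a filter. The immediate-early genes passed it without a filter (-0.55, adjusted p = 0.0460) and under fry (-0.42, adjusted p = 0.0290). The histones reversed to -0.15 without a filter and ranged from -0.068 to 0.34 across the 6 fits that each left out 1 library. The lowest of these, a reversal, was without DMSO replicate 1, and the highest, without DMSO replicate 3, passed the threshold (adjusted p = 0.0458). The cause of these changes was not tested.

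Of the 39 genes named, 26 kept their direction and their side of the threshold in every alternative in which they were tested, and 35 did so in every one but the mitochondrial scaling. Of 504 values in all, 482 did, 6 were weaker, 4 stronger and 12 reversed. Scaled to the mitochondrially encoded mRNAs, the log2 fold change reversed for GATA3 (-0.014), MYC (-0.58), IKZF1 (-0.53), IKZF3 (-0.67), GAPDH (-0.29), HPRT1 (-0.48), FBL (-0.31), RPL7 (-0.18), RPL7A (-0.18), NELFE (-0.48) and SMARCA4 (-0.59), which follows the shift of all genes. With library size only, IKZF3 reversed to -0.033 (adjusted p = 0.520), which also follows the shift of all genes. GATA3 was close to 0 under the mitochondrial scaling (adjusted p = 0.821), so that its difference is absent there and not turned into a fall. The rise of MYC was no longer past the threshold with library size only (0.061), without AZD4573 replicate 2 (0.10) or without AZD4573 replicate 3 (0.16). That of SMARCA4 was not with library size only (0.048) or without a filter (0.11), and that of CCNT2 was not under the mitochondrial scaling (0.11). TCF7 passed it with library size only (-0.18), under the mitochondrial scaling (-0.81) and without DMSO replicate 1 (-0.092), and IKZF3 passed it with at least 10 counts in every library (0.11). The filter of at least 10 counts in every library left 36 of the 39 genes, so that ZNNT1 and the MIR3648 genes have no value under it. The depth limits such genes, which had few counts with DMSO.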

Differences from the paper's values

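No test in this part was chosen after its result was seen. The log2 fold change of GATA3 was 0.73, where the paper shows about -1.3 in Supplemental Fig. S3B, read by eye. None of the alternatives set before the data were examined closed the gap. The lowest value was -0.01, scaled to the mitochondrially encoded mRNAs, and DESeq2, the authors' tool, gave 0.71. Fig. 3D also lists GATA-3 with gene sets of CDK9 dependent genes, which by the paper's definition are lower upon AZD4573 treatment.

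The paper states that c-Myc transcripts fell upon CDK9 inhibition in cell lines and primary specimens by qRT-PCR (Fig. 3P), and in the RNA-seq libraries of H9 cells the log2 fold change of MYC was 0.17. It was -0.58 when scaled to the mitochondrially encoded mRNAs, -0.29 as a ratio to GAPDH and -0.10 as a ratio to HPRT1. The paper also states that GATA-3 transcripts fell by qRT-PCR about as much as those of MCL-1 (Fig. 3F). In the RNA-seq libraries GATA3 was higher and MCL1 lower (-0.86), and as a ratio to GAPDH their log2 changes were 0.27 and -1.31. The paper further reports RNAP2 pausing at the GATA-3 locus (Fig. 3E) and less c-Myc protein (Fig. 3Q-S). Those data were not analysed here. Fig. 3D places T-cell proliferation among the enriched gene sets of CDK9 dependent genes, and the list of T-cell genes used here, which is not the same set, had a relative median of 0.05.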

Other observations

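Of the tests in this part, the count of genes that were higher under TMM but not under the mitochondrial scaling was chosen after the result was seen, and the comparisons of length and GC content were extended from protein-coding genes to all genes after a first result was seen. Genes with more than 1 expressed neighbour were also set apart in the comparison of neighbouring genes only after its first result was seen. The real grouping of the 6 libraries gave the largest counts of lower and of higher genes, by either rule, in 1 of the 10 possible splits each. Among the other splits the counts by the unadjusted rule were at most 34 lower and 43 higher genes, and by the adjusted rule 0. With 3 libraries against 3 the share of splits cannot fall under 0.1.

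The AZD4573 libraries were smaller than the DMSO libraries. With the DMSO libraries thinned at random to 52101868 counts, 96.4% of the lower genes (4040 of 4191) kept their call, which argues against library size as their cause.

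The labels and the supplemental methods differ on how the libraries were made. Total RNA after rRNA depletion would hold histone mRNAs and small RNAs without a poly(A) tail among its abundant genes, and their highest share in a library was 0.0165%. This is consistent with poly(A) RNA, as the labels state.

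Of the 4012 genes called higher, 1769 were still higher when scaled to the mitochondrially encoded mRNAs. The others, 2243 genes, were higher under TMM and not under this scaling. This scaling lowers all genes by about the same amount, so that genes with small rises lose their call by construction and the number lost is no evidence of a fall of most mRNAs. The 1769 genes argue against such a fall as the whole cause. For the 2243 genes, a rise and a fall smaller than that of most genes cannot be told apart, since no standard was added per cell and the mitochondrially encoded mRNAs may themselves change.

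Genes called higher had a median genomic span of 15207 bases against 27038 for genes called lower, and their span was the shorter one in 7 of 10 bins of mean expression. After the trend on span was removed, 94.8% of the higher genes were still past the fold threshold, and 95.0% after the trend on GC content was removed. These values argue against either trend as the whole cause, and a contribution stays open. The comparison first covered protein-coding genes only, which hold 60.8% of the higher genes, and there 94.5% and 89.8% were still past the threshold. The comparisons differed within bins of GC content, where the higher genes were the shorter ones in 10 of 10 bins among all genes but in 3 of 10 among protein-coding genes. The part of the length difference that GC content does not carry was therefore not seen in most bins of protein-coding genes. Of the protein-coding genes, 18.2% were higher and 27.2% lower, and of the other genes 36.8% and 12.7%.

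Transcripts that run past the end of one gene into the next may account for part of the higher genes. Of the genes under 1 CPM with DMSO, 4695 were tested and 2125 were higher. The comparison covers 2979 of them, of which 1400 were higher. It leaves out 1572 genes that overlap a gene of at least 10 CPM (640 higher) and 144 with more than 1 such gene within 5 kb (85 higher). Where the single such gene lay on the same strand and ended upstream, 74.5% were higher (164 of 220, 95% Wilson interval 68.4% to 79.8%). Beside a head-to-head gene that starts upstream, the share was 37.9% (119 of 314, interval 32.7% to 43.4%). It was 63.0% beside a convergent gene that ends downstream (119 of 189), 51.3% beside a same-strand gene that starts downstream (58 of 113) and 43.9% with no such gene within 5 kb (940 of 2143). Genes are not independent replicates, so that the intervals cover counting error only. Ends farther away and genes above 1 CPM were not tested, so that the share of all higher genes with this origin is not known. No read positions were analysed here.

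MCL1 went from 154 ± 1.06 to 85.0 ± 3.28 CPM (SD, n = 3), and its exons share 328 of 6222 bases with neighbouring genes. MYC went from 653 ± 2.1 to 733 ± 61.2 CPM (SD, n = 3), with an adjusted p of 0.0136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and over its alternatives the adjusted p ranged from 4.3e-08 to 0.283. Transcripts of the kinase and of its cyclins moved in both directions. The log2 fold change was 0.90 for CDK9, 1.19 for CCNT1 and 0.85 for CCNT2, and -0.39 for CCNK, whose exons share 4893 of 8220 bases with CCDC85C on the opposite strand. CCNK stayed lower under each alternative run. The other 3 stayed positive when scaled to the mitochondrially encoded mRNAs, where CCNT2 (0.11) was no longer past the threshold. HEXIM1, which encodes an inhibitor of this complex, was among the largest falls, and POLR2A had a log2 fold change of -1.34. GAPDH and HPRT1, the reference genes of the qRT-PCR, had log2 fold changes of 0.45 and 0.26, and GAPDH has 65 pseudogenes that share its reads. As log2 ratios to GAPDH, the changes were -1.27 for NOB1, -1.60 for NOL6, -2.51 for RRP1 and -1.87 for DDX10 (exact permutation test, two-sided, p = 0.1 for each, the smallest that 3 libraries against 3 allow). As ratios to HPRT1, GATA3 changed by 0.46 (exact p = 0.1) and MYC had an exact p of 0.4. These ratios were computed for 7 genes against each reference, and no adjusted value can pass 0.05 in this design.

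The lists added as hypotheses did not pass the threshold. Immediate-early genes (24 tested) had a relative median of -0.42 (camera, adjusted p = 0.259), with 13 genes lower and 7 higher over all genes tested and also adjusted over the list alone. Replication-dependent histones (48 tested) had a relative median of 0.10 (camera, adjusted p = 0.261). Of these, 2 were lower and 11 higher over all genes tested, against 1 and 10 adjusted over the list alone. If the libraries hold poly(A) RNA, as the labels state, mRNAs without a poly(A) tail are largely missed. The list then says little about histone mRNA as a whole. Without DMSO replicate 3 the histones reached 0.34, and without DMSO replicate 1 they reversed to -0.07.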
